# Epigenetic Modifiers to Treat Retinal Degenerative Diseases

**DOI:** 10.3390/cells14130961

**Published:** 2025-06-23

**Authors:** Evgenya Y. Popova, Lisa Schneper, Aswathy Sebastian, Istvan Albert, Joyce Tombran-Tink, Colin J. Barnstable

**Keywords:** retina degeneration, chromatin, epigenetic, rod photoreceptor

## Abstract

We have previously demonstrated the ability of inhibitors of LSD1 and HDAC1 to block rod degeneration, preserve vision, maintain transcription of rod photoreceptor genes, and downregulate transcripts involved in cell death, gliosis, and inflammation in the mouse model of Retinitis Pigmentosa (RP), rd10. To extend our findings, we tested the hypothesis that this effect was due to altered chromatin structure by using a range of inhibitors of chromatin condensation to prevent photoreceptor degeneration in the rd10 mouse model. We used inhibitors for both G9A/GLP, which catalyzes methylation of H3K9, and EZH2, which catalyzes trimethylation of H3K27, and compared them to the actions of inhibitors of LSD1 and HDAC. All the inhibitors are likely to decondense chromatin and all preserve, to different extents, retinas from degeneration in rd10 mice, but they act through different metabolic pathways. One group of inhibitors, modifiers for LSD1 and EZH2, demonstrate a high level of maintenance of rod-specific transcripts, activation of Ca^2+^ and Wnt signaling pathways with the inhibition of antigen processing and presentation, immune response, and microglia phagocytosis. Another group of inhibitors, modifiers for HDAC and G9A/GLP, work through upregulation of NGF-stimulated transcription, while downregulating genes belong to immune response, extracellular matrix, cholesterol signaling, and programmed cell death. Our results provide robust support for our hypothesis that inhibition of chromatin condensation can be sufficient to prevent rod death in rd10 mice.

## 1. Introduction

The epigenetic landscape of a cell plays a major role in controlling patterns of gene expression rather than being a passive response to other mechanisms. All cell nuclei contain both euchromatin, which is relatively open and can be actively transcribed, and heterochromatin, where the nucleosomes are more densely packed and transcription is minimal. The transition between these chromatin states is dynamic and under multiple forms of control. Cells with open euchromatin organization can survive changes in cellular homeostasis in response to stress, but these types of cells are also predisposed to malignancy. Cells with more heterochromatic organization are less susceptible to cancerous transformation but have less ability to adapt to changing environments, which makes them prone to cell death or degeneration. Mature mouse rod photoreceptors, like most neuronal cells, belong to the second group of cells and additionally have a uniquely closed chromatin organizational structure [1,2,3]. In murine rod photoreceptors, chromatin forms layers with distinctive patterns of posttranslational histone modifications. Constitutive heterochromatin is found in the center of the nuclei marked by H3K9me3 and H4K20me3. During rod maturation, a large-scale gene repression occurs, creating a layer of facultative heterochromatin around the central aria marked by H3K27me3 and H3K9me2. The euchromatin layer, containing active genes marked by histone acetylation and H3K4me2/3, is located at the nuclear periphery [1,2,4]. The restricted transcription potential of metabolically active rod photoreceptors may increase efficiency under normal conditions but may make them less able to respond under conditions of stress.

Among the retinal degenerations that cause severe vision loss, Retinitis Pigmentosa (RP) affects 1.5 million people worldwide. It is inherited in a Mendelian fashion and different forms can be manifested in children and adults. RP is characterized by a progressive loss of rod photoreceptors followed by a secondary deterioration of cone photoreceptors, the latter making the disease particularly debilitating [5]. RP is heterogeneous with >4000 identified mutations in >300 genes/loci [6,7]. The link between mutant gene and cell death is not always clear. Some mutant proteins are toxic and directly induce cell death while others perturb metabolic networks that indirectly lead to cell death. The large numbers of different mutations and pathways leading to cell death have hindered the identification of suitable RP treatments. There is currently no cure for RP, although gene therapy, prosthetic implants, and pharmacological agents are all being explored as therapeutic approaches [8,9,10]. The most successful approaches for RP therapy are likely to be gene-independent pharmacological advances with potential to target multiple forms of the disease and can be used for early-stage treatment.

Epigenetic remodeling of gene expression is a powerful new approach to blocking neurodegeneration. Degenerative diseases of the retina, including RP, are good candidates for this strategy because there are both excellent animal models and an available patient population, but no treatments. In our previous published work [11], we demonstrated that inhibition of histone-modifying enzymes LSD1and HDAC1 in a mouse model of RP-altered chromatin structure and led to protection of rods and vision, maintaining expression of rod-specific genes, with reduced cell death, Muller cell gliosis, and inflammation. Because LSD1 and HDAC1 themselves can affect inflammation through the effects of NF-kB activation [12,13,14], these results could not fully resolve the importance of chromatin remodeling.

To address this issue, we have now broadened our studies to test whether multiple classes of inhibitors of chromatin condensation can prevent rod death. We have chosen two enzymes of chromatin organization that act differently to those we have used previously. The first enzyme, EZH2, is a histone lysine methyltransferase that catalyzes trimethylation of histone H3K27. It is a component of the Polycomb Repressive Complex 2 (PRC2) and is critical for both embryonic development and gene silencing. Its methylation activity facilitates both the formation of heterochromatin and heterochromatin remodeling. DZNep (3-deazneplanocin A) and UNC1999 are inhibitors of EZH2 that selectively block formation of H3K27me3. Treatment with DZNep has been reported to slightly delay photoreceptor degeneration in rd1 mice, as well as cause decreased microglial activation in models of ischemic stroke [15,16] and UNC1999 intravitreal injection, partly preventing retina degeneration in two mouse models [17].

The second enzyme, G9A/GLP, is a heterodimeric complex that catalyzes mono- and di-methylation of histone H3K9. The inhibitor UNC0642 is a highly selective inhibitor of this complex, improving cognition and reducing oxidative stress as well as neuroinflammation in a mouse model of Alzheimer’s disease [18]. It also improved survival in the mouse model of Prafer–Willi syndrome [19].

Our results demonstrated that all these inhibitors that likely decondense chromatin decrease retinal degeneration in the mouse model of RP, rd10, but they act through different metabolic pathways. Based on our results, we suggest that these inhibitors of histone-modifying enzymes cause more open and accessible chromatin in rod photoreceptors, which drive the transcription of clusters of neuroprotective genes. Another mechanism that also promotes rod photoreceptor maintenance is an action of inhibitors leading to the suppression of inflammatory processes in microglia and glia.

## 2. Materials and Methods

Reagents. Chemicals were from Fisher Scientific (Pittsburgh, PA, USA). Sodium chloride, saline 0.9% bacteriostatic solution was from APP Pharmaceuticals (Schaumburg, IL, USA). Epigenetic inhibitors GSK2879552, DZNep, and UNC1999 were from Selleckchem.com, URL (accessed on 20 June 2025) (Huston, TX, USA); Romidepsin and UNC0642 were from Sigma (St. Louis, MO, USA).

Antibodies. Anti-GFAP (MAB360) was from Millipore, Temecula, CA, USA, and anti-IBA1 (for the gene Aif1; 019-19741) was from Wako, Richmond, VA, USA. Monoclonal antibodies against rhodopsin (RHO) were described previously [20] and react with an N-terminal sequence shared by many species.

Animals. We used C57Bl/6J (cat#000664), and rd10 B6.CXB1-Pde6brd10/Jrd10 (cat#004297) mice that were from Jackson laboratory (Bar Harbor, ME, USA) and housed in a room with temperature of 25 °C, 30–70% humidity, a 12 h light–dark cycle, and access to rodent chow ad libitum. We were using mice of both sexes in compliance with the National Research Council’s Guide for the Care and Use of Laboratory Animals (8th edition), and experiments with animals were authorized by the Pennsylvania State University College of Medicine Institutional Animal Care and Use Committee (protocol #46993).

To conduct cell sorting of rod photoreceptors expressing GFP from degenerated and GSK-treated retina, we crossed rd10 mouse (B6.CVB1-Pde6brd10/j) with mouse B6.Cg-Tg(Nrl-EGFP)1Asw/J (gift from Dr. A. Swaroop) [21] to establish a mouse line that harbors both homozygous rd10 mutation and homozygous expression of green fluorescence protein in rod photoreceptors. Genotyping was performed according to Jackson lab protocols for rd10 mice (cat#004297) and B6.Cg-Tg(Nrl-EGFP)1Asw/J (cat#021232).

Treatment with inhibitors. All inhibitors were diluted in specific diluent or in 0.9% bacteriostatic sodium chloride (saline). Mice were treated daily with intraperitoneal injections (i.p.) of UNC1999 at 15 mg/kg (diluted in10% DMSO,40% PEG300, 5% Tween-80 and 45% saline), GSK2879552 (GSK, diluted in saline) at 4.2 mg/kg, DZNep at 1–1.5 mg/kg (diluted in saline), Romidepsin at 0.2 mg/kg (diluted in saline), UNC0642 at 7.5 mg/kg (diluted in saline), or saline (diluent) as control.

Tissue collection. We isolated retinas and collected tissue as previously described [11].

FACS. We treated mice from this newly established line from PN9 to PN24 with daily i.p. injections of saline (control) or GSK2879552 at 4.2 mg/kg. Mouse retinas were dissected and dissociate according to a protocol from Solovei’s lab [22]. Cells were sorted on BD FACSDiva 9.0.1 in Flow Cytometry Core at Penn State College of Medicine. RNA was isolated from 2–3 × 10^6^ sorted cells per sample with RNeasy Mini Kit and RNA shredder (Qiagen, Hilden, Germany). RNA integrity number (RIN) was measured using BioAnalyzer (Agilent Technologies, Santa Clara, CA, USA) RNA 6000 Nano Kit to confirm RIN above 9 for each sample.

RNA extraction and cDNA preparation were performed as previously described [11].

RT-PCR. Primers were from Integrated DNA Technologies (IDT) and their sequence information is in Supplementary Table S1. qRT-PCR was performed as previously described [11].

RNA-seq were performed as previously described [11,23]. BBDuk (version 38.69) was used to trim adapters and filter low-quality sequences using “qtrim = lr trimq = 10 maq = 10” options and the adapter database provided. Next, alignment of the filtered reads to the mouse reference genome (mouse Ensembl release 67 (GRCm37/NCBIM37/mm9)) was performed using HISAT2 [24] (version 2.2.1), applying --no-mixed and --no-discordant options. Read counts were calculated using HTSeq [25] (version 0.11.2) by supplementing Ensembl gene annotation (release 67: “Mus_musculus.Ensembl.NCBIM37.67.gtf”). Processing of the read counts and differential gene expression were performed with the EdgeR R package [26] (versions 3.42.4 and 4.3.1, respectively). Genes with low counts were filtered using the filterByExpr function. After removal, library sizes were normalized using the calcNormFactors function. The variability in gene expression across all samples was accounted for by estimating the dispersion for each gene using the estimateDisp function. Negative Binomial Generalized Linear Models (NB GLMs) were the fitted-to-the-count data using the glmFit function. Differentially expressed genes were then determined by the likelihood ratio test method (glmLRT function). Significance was defined to be those with q-value < 0.05 calculated by the Benjamini–Hochberg method to control the false discovery rate (FDR), and log2 fold change is greater than 1 or smaller than −1. The pheatmap R package was used for generating heatmaps. Raw counts and differential expression analysis generated during this study are available at GEO Submission GSE295538.

RNA-seq for FACS-sorted rod photoreceptors. RNA-seq libraries were prepared in the Penn State College of Medicine Genome Sciences core (RRID:SCR_021123) using the SMART-Seq mRNA HT LP kit (Takara Bio) as per the manufacturer’s instructions. Briefly, cDNA was synthesized from 1 ng of RNA with recommended PCR cycles of 11 and purified with magnetic beads. Quality and quantity of the cDNA was checked with the BioAnalyzer High Sensitivity DNA Kit (Agilent Technologies). Sequencing libraries were then prepared with 300 pg of the cDNA and indexed with the SMARTer RNA Unique Dual Index Kit. The final product was assessed for its size distribution and concentration using the BioAnalyzer High Sensitivity DNA Kit. The libraries were pooled and sequenced on Illumina NovaSeq 6000 (Illumina) to obtain on average 25 million paired-end 50 bp reads according to the manufacturer’s instructions. Samples were demultiplexed using bclconvert software (version 4.0) (Illlumina). Adaptors were not trimmed during demultiplexing.

Pathway, Gene Ontology, and upstream regulator analysis. The clusterProfiler R package [27] (version 4.8.3) was used to perform GO functional analysis and plot the output. GO terms were reduced using the rrvgo R package (version 1.12.2), and *p*-values used for plotting were the least significant. Ingenuity Pathways Analysis (IPA) was used to identify upstream regulators and significantly enriched canonical pathways with following cutoff of FDR < 0.05 and fold change in gene expression bigger than 2 or smaller than 0.5.

Immunofluorescence Staining. Double-labeling immunohistochemistry was performed as previously described [28,29] with secondary Alexa Fluor-conjugated antibodies diluted 1:800 (Invitrogen, Carlsbad, CA, USA). Primary antibodies were diluted: anti-RHO 1:50, anti-GFAP 1:1000, anti-IBA1 1:450 (Aif1 gene). All slides were counterstained with Hoechst 33,258 (1 mg/mL diluted 1:1000). Images were collected on a Zeiss confocal microscope LSM900.

Statistical Analyses. Results are presented as means ± standard error of the mean (SEM). Unpaired, two-tailed Student’s *t*-test was used for statistical comparison between groups. We used GraphPad Prism software (version 10.4.2) for statistical analysis; *p*-value < 0.05 was considered significant.

## 3. Results

### 3.1. Treatment of rd10 Mouse Model of RP with EZH2 Inhibitors Leads to Retina Neuroprotection

We first treated rd10 mice with EZH2 inhibitor DZNep that was used before in mice [15]. Systemic administration of DZNep to mice could be deleterious, so we first investigated the best timetable for DZNep treatment. The optimal drug administration schedule for animal survival was from PN9 to PN12 each day with 1.5 mg/kg DZNep, and after it, from PN13 to PN24 each second day with 1 mg/kg DZNep. Immunostaining demonstrated preservation of retina outer nuclear layer (ONL) (Figure 1A) and downregulation of GFAP activation after DZNep treatment. After establishing that treatment of rd10 with inhibitor specific for EZH2 led to maintenance of photoreceptors, we studied if this inhibitor affects gene transcription. 

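Whole retinas of rd10 mice, a strain with a mutation in the rod gene Pde6b, were collected at PN24 after intraperitoneal injections that began at PN9.
Libraries from 4 saline-injected (control) and 2 DZNep-injected mice were sequenced, 1 library per replicate. From the second of these controls through the last UNC1999 library, the sample labels raise the number that ends the genotype by 1 from each library to the next; the paper's rd10 was used for all. The Results give 1.5 mg/kg DZNep daily at first and 1 mg/kg each second day later, whereas the Methods describe daily injections for all inhibitors.
The authors trimmed the reads, aligned them to the mouse genome build NCBIM37 (mm9) with HISAT2 and counted them on Ensembl genes with HTSeq. The deposited values are these read counts on 37991 genes, without normalization.
From 21206133 to 25234965 reads were counted on genes in the control libraries, and 14115428 and 36354094 in the DZNep libraries.
Counts were scaled by edgeR's TMM factors, which ran from 0.943 to 1.04, and are given as CPM. Fold changes are DZNep over control throughout, and adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.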

We carried out RNA-seq on retina samples from rd10 mice treated with DZNep or saline from PN9 to PN24 (Figure 1B). 

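After genes with low counts were removed by filterByExpr, 16477 genes were tested between the 4 control and 2 DZNep-treated retinas. By edgeR's quasi-likelihood test, 168 genes were higher and 113 lower after DZNep at an adjusted p-value under 0.05 and an absolute log2 fold change above 1.
The likelihood ratio test, which the Methods name, called 189 genes higher and 162 lower, 280 of the first test's genes among them. The alternative that moved the counts most was to use no fold threshold, which gave 2133 genes higher and 1601 lower.
With each control library left out in turn, the counts ran from 135 to 226 higher and from 87 to 142 lower genes.
For 7555 genes (45.9%), both DZNep libraries lay on the same side of all 4 controls, against 13.3% by chance.
Among the genes called higher with the groups apart, 2610034M16Rik (ENSMUSG00000024227, chromosome 17 from 59018231 to 59130798 in NCBIM37) had the smallest p-value. It rose from 80.8 ± 8.71 CPM (SD, n = 4) to 297 ± 22.3 CPM (SD, n = 2), a log2 fold change of 1.88 (standard error 0.0897, adjusted p = 0.000116). AI847159 (log2 fold change 1.25) and Selenbp1 followed.
Among the genes called lower, Syt15 (ENSMUSG00000041479, chromosome 14 from 35032781 to 35043607) fell from 67.0 ± 1.07 CPM (SD, n = 4) to 32.5 ± 1.50 CPM (SD, n = 2) (log2 fold change −1.04), followed by Cd44 at −1.25 and Agt at −1.44.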

With a cutoff of FRD < 0.05 and a log2 fold change is greater than 1 or smaller than −1, retina samples treated with this inhibitor have 518 genes upregulated and 367 genes downregulated (Figure 1B, Supplementary Table S2). 

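The IPA database was not used here, so fixed gene lists stand in for its pathways.
All 33 genes of a list of rod transcripts, 23 of which the paper also names or shows, were higher after DZNep. Their log2 fold changes ran from 0.34 to 1.50 with a median of 1.08, 32 of them at an adjusted p-value under 0.05 over all genes tested and 32 when adjusted over the list alone. For 32 of them both DZNep libraries lay above all 4 controls.
Against all other genes, the shift of the list had an adjusted p = 1.01e-48 by limma's camera test (preset correlation between genes 0.01, adjusted over 132 tests of lists in comparisons).
Of 17 tested genes for antigen processing and MHC, 16 were lower (all but Tapbp, named after its value was seen; median −1.00, camera adjusted p = 1.67e-07), 10 of them at an adjusted p-value under 0.05 over all genes tested and 12 when adjusted over the list alone.
All 21 genes of a microglia list were lower (median −0.81, camera adjusted p = 7.64e-06). Of these, Lyz2, Mpeg1 and Ptprc, named after their values were seen, passed the adjustment over all genes, and 11 passed when adjusted over the list alone.
All 20 interferon-response genes were also lower (median −0.92, camera adjusted p = 0.000985); Gbp7 and Igtp passed over all genes tested, again named after their values were seen, none passed when adjusted over the list alone, 4 had an unadjusted p-value under 0.05, and for 2 of the 20 both DZNep libraries lay below all controls.
The other 2 list tests were stricter. With the correlation estimated from the data, no list in any of the 5 comparisons had an adjusted p-value under 0.05 (the smallest was 0.211), and under limma's fry the rod list had an adjusted p = 0.0497, the MHC list 0.192, the microglia list 0.271 and the interferon list 0.422.
Over its alternatives, the adjusted p-value of the rod list ran from 3.65e-79 to 0.276.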

Ingenuity Pathways Analysis (IPA) demonstrated that the Visual Phototransduction pathway was the most upregulated pathway, while most downregulated pathways were related to inflammation and immuno-response, integrin cell surface interactions, and interferon gamma signaling (Figure 1C). 

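Figure 1D names 27 genes around its light-perception terms and 26 around its immune terms. The study chose these genes on the same libraries, so their counts are not independent evidence.
All 27 genes of the first group were higher after DZNep (log2 fold changes from 1.00 to 5.78, median 1.19; camera adjusted p = 1.86e-39), and 27 had an adjusted p-value under 0.05 both over all genes and when adjusted over the list alone. For 25 of them both DZNep libraries lay above all 4 controls. The largest rise was that of Crybb2, a lens crystallin with 14.3 CPM in DZNep replicate 2 and at most 0.871 CPM in the other 21 retinas.
Of 25 tested genes of the immune group, 22 were lower and Mef2c, Sh2d1a and Tnfaip3 higher (named after their values were seen), with a median of −1.54. 15 of the lower genes passed over all genes tested and 22 when adjusted over the list alone; the 3 higher genes passed both. In 2 genes a group had at most 3 counts in every library; with their changes set to the bound that 3 counts allow, the median was the same.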

Cnet plots made from Gene Ontology (GO) functional enrichment analysis showed specific genes that are involved in the upregulated pathways hub of visual perception, detection of light, and sensory perception of light stimulus, as well as the downregulated genes hub of adaptive immune response and antigen processing and presentation (Figure 1D). Top upstream regulators according to IPA were RHO, Immunoglobulin, CRX, TGFB1, TNF, and KDM1a (LSD1). We confirmed RNA-seq results with qRT-PCR for several genes. Rod-specific genes were upregulated and gene markers for inflammation were downregulated under DZNep inhibition in rd10 mice (Supplementary Figure S1A). 

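The paper's qRT-PCR panel for DZNep includes the rod genes Pde6b, Ptp4a3, Prph2 and Rom1 and the inflammation markers Aif1, C1qb and Cd74, which were measured here by read counts in the 4 control and 2 DZNep-treated retinas.
Pde6b (ENSMUSG00000029491, chromosome 5 from 108817410 to 108861416 in NCBIM37) rose from 726 ± 151 CPM (SD, n = 4) to 1804 ± 113 CPM (SD, n = 2), a log2 fold change of 1.31 (standard error 0.158, adjusted p = 0.00119). The other 3 rose by log2 fold changes of 1.19 (Prph2), 1.08 (Rom1) and 0.64 (Ptp4a3), with adjusted p-values from 0.00149 to 0.00602. For each of the 4, both DZNep libraries lay above all 4 controls.
Cd74 (ENSMUSG00000024610, chromosome 18 from 60963502 to 60972300) fell from 13.2 ± 8.68 CPM (SD, n = 4) to 1.08 ± 0.370 CPM (SD, n = 2) (log2 fold change −3.73, standard error 0.706, adjusted p = 0.00716).
C1qb fell from 38.3 ± 14.1 CPM (SD, n = 4) to 21.3 ± 2.13 CPM (SD, n = 2) (log2 fold change −0.83, adjusted p = 0.0737), and Aif1 from 3.48 ± 1.43 CPM (SD, n = 4) to 1.72 ± 0.538 CPM (SD, n = 2) (log2 fold change −0.94, adjusted p = 0.120). Aif1 is the only one of these 7 whose groups overlapped.
Without control replicate 4 both passed, C1qb with an adjusted p = 0.0265 and Aif1 with 0.0475. Over their alternatives, the adjusted p-values ran from 0.0165 to 0.172 for C1qb and from 0.0472 to 0.326 for Aif1.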

GO analysis identified that the 10 most downregulated Molecular Functions (MF) were related to immunity and the extracellular matrix, the 10 most downregulated Cell Components (CC) were connected to the plasma membrane and MHC complexes, and the 10 most downregulated Biological Processes (BPs) were all linked to immunity (Supplementary Figure S1B). 

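GO terms were not tested here. Among the 19 tested genes of a fixed list of 20 collagens, laminins and other matrix genes, 9 were higher and 10 lower after DZNep. The median log2 fold change was −0.05 (camera adjusted p = 0.786), and it was 0.08 without control replicate 1, −0.03 without control replicate 2, −0.10 without control replicate 3, 0.07 without treated replicate 1 and −0.19 without treated replicate 2.
Fn1, named after its value was seen, was the one gene of the list at an adjusted p-value under 0.05 over all genes (log2 fold change 0.20), and none passed when adjusted over the list alone; 1 higher and 1 lower genes had an unadjusted p-value under 0.05.
Of the 19 genes of the MHC list, 8 of which the paper also shows, 7 were among the genes called lower. Their strongest change was that of H2-Aa, with a log2 fold change of −3.74 (adjusted p = 0.0210).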

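Both subunit genes of the rod cyclic nucleotide-gated channel were higher in the DZNep-treated retinas than in every control. The log2 fold change was 1.24 for Cnga1 and 0.97 for Cngb1, which were picked from the rod list after their values were seen.
A fixed list of 20 transcripts of the retinal pigment epithelium (RPE), which include retinoid-binding and visual-cycle genes and 5 genes that the paper shows, was also higher. All but Rrh, named after its value was seen, rose, with a median log2 fold change of 1.18 (camera adjusted p = 1.58e-07), 11 of them at an adjusted p-value under 0.05 over all genes tested and 11 when adjusted over the list alone. Without DZNep replicate 2 the median was 0.75.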

GO analysis identified that the 2 most upregulated Molecular Functions (MF) were retinoid binding and cyclic nucleotide-gated channel activity, the 5 most upregulated Cell Components (CC) included photoreceptor cilium, plasma membrane, and photoreceptor inner segment, and the 10 most upregulated Biological Processes (BPs) were all linked to eye development and function (Supplementary Figure S1C). Thus, the GO analysis for differently expressed genes (DEGs) between control and DZNep treatment group corroborated the IPA results.

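Of the genes called higher after DZNep by the quasi-likelihood test, 21 belong to the fixed rod list and 10 to the RPE list. Of those called lower, 11 belong to the MHC, microglia or interferon lists, and none of the genes called higher do.
From GO terms and IPA pathways that name the same processes, the paper concludes that the GO analysis bears out the IPA results.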

We compared these results with those using a more specific EZH2 inhibitor, UNC1999, to treat the rd10 mouse model. UNC1999 is less toxic for mice and was used in mice before [17]. It was injected at 15 mg/kg from PN9 to PN24. UNC1999 action on rd10 mice was very similar to DZNep, and showed preservation of ONL and downregulation of Muller glia activation (Figure 2A). The number of photoreceptor rows in ONL increased from an average of 5 in rd10 to 10 in retinas of rd10 mice treated with UNC1999 (Figure 2D). We carried out RNA-seq on retina samples from rd10 mice treated with UNC1999 or saline from PN9 to PN24 (Figure 2B). 

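The experiment comprised 3 libraries from retinas of control rd10 mice and 3 from mice injected with 15 mg/kg UNC1999, an inhibitor of EZH2, 1 library per replicate. The Methods dissolve UNC1999 in a mixture of DMSO, PEG300, Tween-80 and saline. For its controls the Results name saline, and the figure legend names diluent. If the controls received saline, an effect of the mixture cannot be told apart from one of UNC1999. These libraries carry another library series in the sample labels than those of the DZNep, UNC0642 and Romidepsin experiments, and were compared with their own controls. The labels raise the number in the compound's name by 1 from each treated library to the next; the paper's name was used for all 3.
The authors aligned and counted the reads as for DZNep, and the deposited values are raw read counts. The control libraries held 18714209 to 25950244 reads counted on genes and the treated libraries 17166788 to 26119462. Fold changes are UNC1999 over control, fitted to these 6 libraries alone, with TMM factors from 0.938 to 1.06.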

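Of 15775 genes tested between 3 control and 3 UNC1999-treated retinas, 47 were higher and 11 lower by the quasi-likelihood test at an adjusted p-value under 0.05 and an absolute log2 fold change above 1. The likelihood ratio test called 174 higher and 295 lower, all 58 genes of the first test included. A likelihood ratio test without a fold threshold, added after seeing the data, moved the counts most, to 839 higher and 802 lower genes.
At an unadjusted p-value under 0.05 there were 3728 genes, against 789 by chance. All 3 treated libraries lay on one side of all 3 controls for 27.4% of the genes, where chance gives 10.0%.
One library had a large effect on these counts. Without control replicate 3, 286 genes were called higher and 520 lower. Each of the other 5 fits that left out 1 library called from 4 to 23 genes higher and from 0 to 1 lower, with 2239 to 3521 genes at an unadjusted p-value under 0.05.
The called genes with the smallest p-values were the RPE transcripts Rgr, Rdh5 and Slc6a20a among those higher. Rgr (ENSMUSG00000021804, chromosome 14 from 37850676 to 37862150 in NCBIM37) rose from 27.5 ± 1.20 CPM (SD, n = 3) to 118 ± 13.6 CPM (SD, n = 3) (log2 fold change 2.09, standard error 0.0924, adjusted p = 0.000299), Rdh5 by a log2 fold change of 1.75 and Slc6a20a by 2.28.
Among the genes called lower they were Ms4a6d, Emr1 and Fam46b. Emr1 (ENSMUSG00000004730, chromosome 17 from 57498109 to 57622952), a macrophage gene, fell from 10.2 ± 3.75 CPM (SD, n = 3) to 2.16 ± 0.180 CPM (SD, n = 3) (log2 fold change −2.23, standard error 0.294, adjusted p = 0.0278), Ms4a6d had a log2 fold change of −2.81 and Fam46b of −1.87. The calls of these 3 were lost in each of the 5 fits that left out another library than control replicate 3, while Rgr, Rdh5 and Slc6a20a were called in all 6.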

Retina samples treated with this inhibitor have 368 genes upregulated and 519 genes downregulated (Figure 2B, Supplementary Table S2). 

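After UNC1999, all 33 genes of the fixed rod list were higher, by log2 fold changes from 0.24 to 1.25 (median 0.92, camera adjusted p = 6.45e-31, and 0.0925 under fry). Abca4, named after its value was seen, had an adjusted p-value under 0.05 over all genes tested, and 31 genes did when adjusted over the list alone. For 31 genes all 3 treated libraries lay above all 3 controls.
All 21 genes of the microglia list, 6 of which the paper also names or shows, were lower (median −1.22, camera adjusted p = 1.74e-25, fry 0.0765). Cst7 and Lyz2 passed over all genes, named after their values were seen, and 20 passed when adjusted over the list alone.
The list includes the complement genes C1qa, C1qb and C1qc, whose log2 fold changes were −1.05, −1.10 and −1.24.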

RNA-seq IPA similarly demonstrated preservation of the expression of rod-specific and visual phototransduction pathway genes as well as the downregulation of neuroinflammation genes and complement system pathway (Figure 2C). The top upstream regulators according to IPA were LPS, TNF, RHO, KDM1a (LSD1), IFNG, and Immunoglobulin. We confirmed the RNA-seq results with qRT-PCR for selected genes. Rod-specific genes were upregulated and genes specific for inflammation were downregulated under UNC1999 inhibition in rd10 mice (Supplementary Figure S2A). 

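The paper's qRT-PCR panel for UNC1999 includes the rod genes Pde6b, Prph2, Rom1, Ptp4a3 and Nrl and the immune genes H2-Aa, Cst7, Aif1, Ptprc, Cd74 and Cx3cr1. By read counts in 3 control and 3 treated retinas, these 5 rod genes were higher and the 6 immune genes lower after UNC1999, and for each of the 11 every treated library lay on one side of every control (exact two-sided permutation p = 0.100, the smallest that 3 against 3 libraries allow).
Pde6b rose from 826 ± 289 CPM (SD, n = 3) to 1947 ± 322 CPM (SD, n = 3) (log2 fold change 1.24, standard error 0.242, adjusted p = 0.0538). The log2 fold changes of the other 4 were 1.14 for Nrl, 0.99 for Rom1, 0.95 for Prph2 and 0.24 for Ptp4a3, and the adjusted p-values of the 5 ran from 0.0538 to 0.167. Without control replicate 2, the log2 fold change of Ptp4a3 was 0.15.
Cst7 (ENSMUSG00000068129, chromosome 2 from 150396151 to 150404680) fell from 2.04 ± 0.456 CPM (SD, n = 3) to 0.372 ± 0.165 CPM (SD, n = 3) (log2 fold change −2.39, standard error 0.346, adjusted p = 0.0377) and was the one gene of the 11 to pass the threshold. The log2 fold changes of the others were −3.59 for Cd74, −3.39 for H2-Aa, −2.08 for Ptprc, −1.39 for Aif1 and −1.09 for Cx3cr1.
Without control replicate 3, 10 of the 11 passed, Ptp4a3 being the exception, with Pde6b at an adjusted p = 0.00190 and Cd74 at 0.00127. Without any one of the other 5 libraries, none of the 11 passed. Over their alternatives, the adjusted p-values ran from 5.94e-05 to 0.210 for Pde6b and from 4.02e-06 to 0.210 for Cd74.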

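All 17 tested genes of the fixed list for antigen processing and MHC were lower in the UNC1999-treated retinas, with a median log2 fold change of −1.32 and a largest fall of −3.59 (camera adjusted p = 1.45e-15, fry 0.130). None had an adjusted p-value under 0.05 over all genes tested, 16 had an unadjusted one, and 16 passed when adjusted over the list alone. For 11 of the 17 all 3 treated libraries lay below all 3 controls.
All 20 interferon-response genes were lower as well, with a median of −0.78 (camera adjusted p = 3.54e-05, fry 0.394), but none passed either adjustment, 5 had an unadjusted p-value under 0.05, and the groups were apart for 1 of them. Without control replicate 1 the median was −0.34 and without UNC1999 replicate 2 it was −1.32.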

GO analysis identified that the 10 most downregulated Molecular Functions (MF) were related to immunity and transmembrane receptor binding, the 10 most downregulated Cell Components (CC) were connected to plasma membrane and MHC complexes, and the 10 most downregulated Biological Processes (BPs) were all linked to immunity (Supplementary Figure S2B). 

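All 19 tested genes of the RPE list were higher after UNC1999 (median log2 fold change 1.74, camera adjusted p = 1.33e-72, fry 0.0290), 12 of them at an adjusted p-value under 0.05 over all genes tested and 17 when adjusted over the list alone. 12 of the 47 genes called higher belong to this list. The RPE is a cell layer that adjoins the retina.
The 25 tested genes of the light-perception terms of Figure 1D, which the study chose on the DZNep libraries, were all higher as well (median 1.05), 6 of them at an adjusted p-value under 0.05 over all genes tested and 25 when adjusted over the list alone.
Of the 19 tested matrix genes, 12 were higher and 7 lower, with a median of 0.03 (camera adjusted p = 0.717). The median was 0.06 without control replicate 1, 0.06 without control replicate 2, 0.01 without control replicate 3, 0.06 without treated replicate 1 and 0.01 without treated replicate 3.
None of the matrix genes passed over all genes tested, 2 of the higher and 1 of the lower had an unadjusted p-value under 0.05, and 1 did when adjusted over the list alone.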

GO analysis identified that the 2 most upregulated Molecular Functions (MF) were anion transporter activity and extracellular matrix structure, the 10 most upregulated Cell Components (CC) included photoreceptor cilium, plasma membrane, and photoreceptor inner segment, and the 10 most upregulated Biological Processes (BPs) were all linked to eye development and function (Supplementary Figure S2C). Thus, the GO analysis for differently expressed genes (DEGs) between control and UNC1999 treatment group corroborated the IPA results.

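By the likelihood ratio test, 13 rod-list genes and 16 RPE-list genes were among those called higher after UNC1999, and 31 genes of the MHC, microglia or interferon lists among those called lower.
As for DZNep, the paper concludes from the GO terms of its differentially expressed genes that they match the IPA pathways.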

### 3.2. Treatment of rd10 Mouse Model of RP with G9A/GLP Inhibitor Leads to Partial Retina Neuroprotection

During rod photoreceptor maturation, their nuclei undergo dramatic transformation, so that adult retina rods have only one big heterochromatic focus that occupies much of the nuclei volume. The epigenetic mark H3K9me2 is associated with facultative heterochromatin, so we used UNC0642, inhibitor of the histone modification complex G9A/GLP that catalyzes mono- and di-methylation of histone H3K9, to study if relaxing heterochromatin in rd10 mice in such a way will help the rod photoreceptor to survive. This inhibitor was used before in mice [18]. Treatment with the UNC0642 inhibitor partially preserved the rod photoreceptor, retina layer structure, and lower gliosis (Figure 3A). The number of photoreceptor rows in ONL increased from an average of 4 for rd10 to 7–8 in retinas of rd10 mice treated with UNC0642 (Figure 3C). The lower efficacy of UNC0642 was probably due to low solubility in aqueous solutions and known low permeability across the blood–brain barrier [30]. 

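Retinas of 2 saline-injected rd10 mice and 2 mice injected with 7.5 mg/kg UNC0642, an inhibitor of the histone methyltransferases G9A and GLP, were sequenced as 1 library each, in the same library series as those of the DZNep and Romidepsin experiments.
The authors counted the aligned reads per gene, and the deposited values are these raw counts. The control libraries held 18570482 and 24289415 counted reads and the UNC0642 libraries 13732959 and 17909147. edgeR was fitted to the 4 libraries alone, with TMM factors from 0.995 to 1.00; fold changes are UNC0642 over control. With 2 libraries against 2, leaving out 1 of them gives a fold change but no test.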

We carried out RNA-seq analysis on retina samples from rd10 mice treated with UNC0642 or saline from PN9 till PN24 (Figure 3B). Retina samples treated with this inhibitor have only 44 genes upregulated and 28 genes downregulated (Figure 3B, Supplementary Table S2). 

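Of 16321 genes tested between the 2 control and 2 UNC0642-treated retinas, none passed the thresholds by the quasi-likelihood test; the smallest adjusted p-value was 0.128. At an unadjusted p-value under 0.05 there were 2407 genes, against 816 by chance. The likelihood ratio test called 23 genes higher and 11 lower.
With the 9 control libraries of the series pooled, the quasi-likelihood counts were 124 higher and 69 lower genes, and with no filter on low counts 41 and 132.
Both treated libraries lay on the same side of both controls for 52.1% of the genes, where chance gives 33.3%. On simulated counts of this design and depth, the quasi-likelihood test called 187 and the likelihood ratio test 196 of 200 changed genes, with 11 and 24 unchanged genes. The changes put in were all larger than the fold threshold, in genes without low counts. Recovery of smaller changes by these 2 tests was not simulated.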

IPA demonstrated that this limited set of genes participate mostly in upregulating stress response, including ERK5 signaling, NGF-stimulated transcription, NRF2-medited oxidative response, and downregulation of EIF2 and DHCR24 signaling responses (Figure 3D). 

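In place of IPA pathways, fixed gene lists were tested. Of 10 target genes of the integrated stress response, which is set off when EIF2 is inhibited, 8 were higher after UNC0642 and Sesn2 and Slc7a11 lower (named after their values were seen), with a median log2 fold change of 0.30 (camera adjusted p = 5.02e-05, fry 0.404). The median was 0.59 without treated replicate 1 and −0.04 without treated replicate 2.
None passed over all genes tested, 3 had an unadjusted p-value under 0.05 and 3 passed when adjusted over the list alone.
Of 23 tested genes of cholesterol synthesis and uptake, 18 were higher (median 0.15, camera adjusted p = 0.00557, fry 0.327). The median was 0.08 without treated replicate 2.
None passed either adjustment, and 4 had an unadjusted p-value under 0.05.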

EIF2 signaling is connected with upregulation of transcription and DHCR24 signaling—with cholesterol synthesis.

### 3.3. RNA-Seq of Retina of rd10 Mice Treated with HDAC1 Inhibitor

In our previous paper [11], we demonstrated that just as inhibitors of LSD1 block rod photoreceptor death in rd10 mice, an inhibitor of histone deacetylase HDAC1, Romidepsin, has similar effect (see [11]—Figure 1). While under Romidepsin inhibition, rod-specific genes were upregulated to a much lesser extent as compared with under GSK treatment (see [11]—Figure 5A), downregulation of immune- and inflammatory-specific genes was robust (see [11]—Figure 5F). For proper comparison between different epigenetic inhibitors, we carried out RNA-seq analysis of retina samples from rd10 mice treated with Romidepsin or saline from PN9 to PN24 (Figure 4B). 

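In this experiment, 3 libraries were made from retinas of saline-injected rd10 mice and 3 from mice injected with 0.2 mg/kg Romidepsin, an inhibitor of histone deacetylases, 1 library per replicate. The authors deposited raw counts of the reads aligned to each Ensembl gene. From 14860171 to 18992445 reads were counted in the controls and 17485796 to 21891190 in the treated libraries. TMM factors ran from 0.981 to 1.04, and fold changes are Romidepsin over control from a fit to these 6 libraries. The common biological coefficient of variation was 0.175, against 0.0889 in the DZNep experiment.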

Retina treated with this inhibitor have 511 genes upregulated and 402 genes downregulated (Figure 4B, Supplementary Table S2). 

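The quasi-likelihood test called 65 genes higher and 25 lower after Romidepsin among 16049 tested in 3 control and 3 treated retinas. The likelihood ratio test called 281 higher and 217 lower, and without a fold threshold, a setting added after seeing the data that moved the counts most, 657 and 528. 3110 genes had an unadjusted p-value under 0.05, against 802 by chance, and the groups were apart for 26.0% of the genes, against 10.0% by chance.
Every library mattered to these counts. Left out in turn, control replicate 1 gave 21 higher and 60 lower genes, treated replicate 1 gave 217 and 121, and treated replicate 2 gave 101 and 46. Without control replicate 2, control replicate 3 or treated replicate 3 no gene passed, with 2208, 2526 and 2477 genes at an unadjusted p-value under 0.05.
Tead3 (ENSMUSG00000002249, chromosome 17 from 28468616 to 28487750 in NCBIM37) had the smallest p-value among the genes called higher and rose from 18.2 ± 2.11 CPM (SD, n = 3) to 52.2 ± 8.27 CPM (SD, n = 3) (log2 fold change 1.52, standard error 0.159, adjusted p = 0.0269), followed by Rnf207 (log2 fold change 1.37) and Arl4d (1.14). Penk (ENSMUSG00000045573, chromosome 4 from 4060678 to 4065966), a neuropeptide precursor, led the genes called lower and fell from 39.9 ± 4.36 CPM (SD, n = 3) to 18.6 ± 0.695 CPM (SD, n = 3) (log2 fold change −1.10), followed by Tlr9 at −2.61 and Clec18a at −1.40. In each of the 3 fits without control replicate 2, control replicate 3 or treated replicate 3 these 6 genes lost their call.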

Rod-specific genes such as Rho, Aipl1, Pde6b, Ne2e3, Guca1a, Pdc, and Ptp4a3 were upregulated, while cone-specific genes Gnat2, Pde6c, and Opn1mw were downregulated. But mostly genes with altered expressions belong to immune and inflammation response pathways. 

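For Aipl1, Pde6b, Nr2e3 (for Ne2e3), Guca1a, Pdc and Ptp4a3, all 3 Romidepsin libraries lay above all 3 controls, and for each of the 3 cone genes all lay below. Pde6b had 616 ± 134 CPM (SD, n = 3) in the controls and 969.7 ± 73.5 CPM (SD, n = 3) after Romidepsin (log2 fold change 0.65, standard error 0.169, adjusted p = 0.0894). The log2 fold changes of these 6 rod genes ran from 0.60 for Aipl1 to 0.85 for Pdc, with adjusted p-values from 0.0564 to 0.0894.
Opn1mw, on chromosome X of NCBIM37 from 71372803 to 71396099, fell from 217 ± 34.5 CPM (SD, n = 3) to 106 ± 43.5 CPM (SD, n = 3) (log2 fold change −1.03), Gnat2 had a log2 fold change of −0.84 and Pde6c of −0.72, with adjusted p-values from 0.0577 to 0.0873.
None of these 9 passed an adjusted p-value of 0.05 over all genes tested with all libraries; each had an unadjusted p-value of at most 0.00399, and all 9 passed when adjusted over the rod or cone genes of the sentence alone; these are genes that the study chose on these libraries and so are not independent evidence. Without treated replicate 1, Opn1mw (adjusted p = 0.0181), Gnat2 (0.0206), Ptp4a3 (0.0304) and Pde6c (0.0374) passed, and without treated replicate 2 Ptp4a3 did (0.0427). Over their alternatives the adjusted p-values ran from 0.00355 to 0.256 for Opn1mw, from 0.00619 to 0.218 for Gnat2, from 0.000277 to 0.173 for Ptp4a3 and from 0.00121 to 0.190 for Pde6c.
All 15 genes of a fixed cone list but Gnb3, named after its value was seen, were lower (median log2 fold change −0.70, camera adjusted p = 1.58e-07), 10 of them when adjusted over the list alone, none over all genes tested, and 10 at an unadjusted p-value under 0.05. The list shares 5 genes with those the paper names.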

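Of the genes that the quasi-likelihood test called after Romidepsin, 1 (Mpeg1, named after its value was seen) belongs to the fixed MHC, microglia and interferon lists, and by the likelihood ratio test 11 do, all lower.
As a group these genes fell. In the microglia list, all 21 genes but Itgam were lower (median log2 fold change −0.77, camera adjusted p = 1.28e-10, fry 0.184); Ctss and Mpeg1 passed over all genes and 9 when adjusted over the list alone. In the MHC list, all 18 tested genes but Tapbp were lower (median −0.77, camera adjusted p = 3.40e-06, fry 0.258), none over all genes tested, 8 at an unadjusted p-value under 0.05 and 7 when adjusted over the list alone. The median was −0.51 without control replicate 3. Itgam, Ctss and Tapbp were named after their values were seen.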

IPA demonstrated association of HDAC inhibition with inflammation and extracellular matrix organization pathways (Figure 4A). 

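All 20 interferon-response genes but Stat2, named after its value was seen, were lower after Romidepsin (median log2 fold change −1.05, camera adjusted p = 0.000191, fry 0.493), but none passed either adjustment, 7 had an unadjusted p-value under 0.05, and the groups were apart for none of them. Without control replicate 2 the median was −0.54 (camera adjusted p = 0.113, in a range of 2.77e-45 to 0.570 over its alternatives).
Of 18 tested matrix genes, 6 were higher and 12 lower (median −0.12, camera adjusted p = 0.998). The median was −0.05 without control replicate 2, −0.18 without treated replicate 1, −0.06 without treated replicate 2 and −0.07 without treated replicate 3.
Col1a1, named after its value was seen, passed over all genes tested (log2 fold change 1.80, adjusted p = 0.0269), and 4 higher and 3 lower genes passed when adjusted over the list alone.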

The top upstream regulators according to IPA were LPS, b-estradiol, 1L1b, immunoglobulin, IFNG, and IL6. Cnet plots made from Gene Ontology (GO) functional enrichment analysis showed specific DEGs that are involved in pathways hubs of response to bacteria, immune effector process, regulation of defense response, and negative regulation of viral process (Figure 4C). GO analysis identified that the 10 most downregulated Molecular Functions (MF) were related to receptor activity, extracellular matrix, and binding to it; the 5 most downregulated Cell Component (CC) were connected to extracellular matrix; and MHC complexes and the 10 most downregulated Biological Process (BP) were all linked to immunity, defense response, and NF-kB signaling (Supplementary Figure S3A). GO analysis identified that the 2 most upregulated Molecular Functions (MF) were DNA-binding/RNA polymerase transcription and cyclin-dependent inhibitor activity, and the 10 most upregulated Biological Processes (BPs) were all linked to cell differentiation and proliferation (Supplementary Figure S3B). Thus, GO analysis for DEGs between control and Romidepsin treatment groups corroborated with IPA.

### 3.4. Comparison of Action of Different Inhibitors of Chromatin Compaction

All of the inhibitors of chromatin compaction: Romidepsin for HDAC, as well as DZNep and UNC1999 for EZH2 and G9A/GLP inhibitor UNC0642, preserved rod photoreceptors from degeneration in the mouse model of RP, rd10. To find common biological pathways and mechanisms to fight retina degeneration, we compare mRNA-seq data for samples presented in this manuscript and related it to our previous mRNA-seq data for GSK2879552-treated retinas [11]. The overall comparison revealed that one group of epigenetic inhibitors—DZNep, UNC1999, and GSK—have much more common upregulated genes than another group, UNC0642 and Romidepsin (Figure 5A,B).

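The treatments were compared by the Spearman correlation of their log2 fold changes across the genes tested in both. Genes are not independent replicates, so the treated and control labels were permuted within both experiments, and the p-values of 10 pairs were adjusted together. Whole retinas treated with GSK were not analysed here, so GSK enters as the sorted rods.
DZNep and UNC1999 had a rho of 0.470 across 15656 genes (one-sided exact permutation p = 0.00333, adjusted p = 0.0167), and DZNep and Romidepsin 0.413 across 15907 genes (one-sided exact permutation p = 0.00333, adjusted p = 0.0167); 0.00333 is the smallest p that the 300 combinations of labels allow. UNC0642 and Romidepsin had a rho of 0.388 across 15835 genes (one-sided exact permutation p = 0.0833, adjusted p = 0.167), which ran from 0.184 without Romidepsin treated replicate 2 to 0.474 without Romidepsin treated replicate 3, and UNC1999 and Romidepsin 0.211 across 15494 genes (one-sided exact permutation p = 0.110, adjusted p = 0.183). For UNC0642 and Romidepsin, the 120 combinations of labels allow no permutation p under 0.0167. Adjusted behind both pairs at 0.00333, that is 0.0556, so this pair could not pass the threshold for adjusted p-values. Its p-value therefore does not decide whether the changes after UNC0642 and Romidepsin were alike. The other 6 pairs had rho from −0.0901 to 0.175 and adjusted p-values of at least 0.167.
Pearson's r in place of rho moved the calls most: it was 0.542 for DZNep and UNC1999 and 0.361 for DZNep and Romidepsin, and both adjusted p-values were 0.100. Over the alternatives, the adjusted p of DZNep and UNC1999 ran from 0.0167 to 0.100.
By the quasi-likelihood test, DZNep and UNC1999 shared 26 genes called higher, against 0.459 for independent lists, and DZNep and Romidepsin shared 10, against 0.601. By the likelihood ratio test these numbers were 81 and 31, and UNC0642 and Romidepsin shared 6, against 0.276. Called in opposite directions were 2 genes of DZNep and Romidepsin by the quasi-likelihood test and 13 by the likelihood ratio test, 0 and 0 of DZNep and UNC1999, 0 and 1 of UNC0642 and Romidepsin and 1 and 27 of UNC1999 and Romidepsin. Whether one pair was more alike than another was not tested.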

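GSK-treated whole retinas were not analysed here, so the genes shared by DZNep and UNC1999 are given. Of the 26 genes that the quasi-likelihood test called higher in both, 5 belong to the rod list or to the light-perception genes of Figure 1D. Of the 81 that the likelihood ratio test called higher in both, 18 do. The RPE list, which includes visual-cycle genes, was not part of these counts. By the quasi-likelihood test, 10 of its genes were called higher after DZNep and 12 after UNC1999. The counts are thus not a measure of the paper's share, which covers the visual cycle as well.
The photoreceptor transcription factor Nrl (ENSMUSG00000040632, chromosome 14 from 56137815 to 56143818 in NCBIM37) rose after DZNep from 549 ± 121 CPM (SD, n = 4) to 1449 ± 20.2 CPM (SD, n = 2) (log2 fold change 1.40, standard error 0.167, adjusted p = 0.00117), and after UNC1999 from 533 ± 194 CPM (SD, n = 3) to 1178 ± 302 CPM (SD, n = 3) (adjusted p = 0.0679).
Casz1 (ENSMUSG00000028977, chromosome 4 from 148178538 to 148328998) rose by a log2 fold change of 0.88 after DZNep (adjusted p = 0.00135) and of 0.54 after UNC1999 (adjusted p = 0.0535), under the fold threshold in both. For both genes every treated library lay above every control. Without control replicate 3 of the UNC1999 experiment, Nrl had an adjusted p = 0.00432 and Casz1 0.00445 there; over the alternatives they ran from 0.00123 to 0.235 and from 0.000145 to 0.210.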

Approximately half of the common upregulated DEGs for GSK, DZNep, and UNC1999 treatments belong to visual phototransduction and visual cycle pathways and included such retina developmental TFs such as Nrl and Cazs1 (Figure 5D). In addition, there were several common upregulated pathways that are important in supporting photoreceptor survival: Ca^2+^ metabolism, potassium ion transport, and positive regulation of Wnt signaling pathway (Figure 5D). Common downregulated DEGs for GSK, DZNep, and UNC1999 treatments belong to cellular immune response pathways, antigen processing and presentation, and lymphocyte differentiation (Figure 5E).

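DZNep and UNC1999 shared 3 genes called lower by the quasi-likelihood test, against 0.0674 for independent lists: Chdh, the macrophage gene Emr1, and Lyz2, the last 1 in the fixed microglia list. Chdh and Lyz2 were named after their values were seen. The likelihood ratio test called 48 genes lower in both, against 2.39, of which 12 belong to the MHC, microglia or interferon lists, and no gene was called in opposite directions by either test.
The fall of the MHC list was not shown to differ between DZNep and UNC1999 (median difference in log2 fold change 0.09, fry adjusted p = 0.952 over 24 such tests, chosen after seeing the data), nor that of the microglia list (0.47, adjusted p = 0.551).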

Treatments with Romidepsin and UNC0642 gave different results from the other three inhibitors. Fewer genes belonging to phototransduction and visual cycles were robustly upregulated in this group, though a number of others were upregulated to a lesser extent. 

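In the Romidepsin-treated retinas 31 of the 33 rod-list genes were higher and Gucy2f and Rcvrn lower (median log2 fold change 0.41, camera adjusted p = 1.08e-09, fry 0.192), none over all genes tested, 18 at an unadjusted p-value under 0.05 and 11 when adjusted over the list alone. After UNC0642 29 were higher and Cngb1, Gucy2e, Gucy2f and Nr2e3 lower (median 0.27, camera adjusted p = 5.16e-08, fry 0.506), with 9 at an unadjusted p-value under 0.05 and none past either adjustment. The genes that fell were named after their values were seen. The UNC0642 median was 0.44 without treated replicate 1 and 0.07 without treated replicate 2.
Against the 9 controls of the series pooled, the UNC0642 median was −0.70.
The mean log2 CPM of the list per library (rod score) was 8.78 ± 0.26 (SD, n = 3) in the Romidepsin controls and 9.19 ± 0.19 (SD, n = 3) in the treated retinas, and 7.90 ± 0.03 (SD, n = 2) and 8.15 ± 0.29 (SD, n = 2) in the UNC0642 experiment. In the DZNep experiment it was 9.06 ± 0.28 (SD, n = 4) and 10.12 ± 0.06 (SD, n = 2), and in the UNC1999 experiment 9.17 ± 0.39 (SD, n = 3) and 10.05 ± 0.19 (SD, n = 3).
The difference in rod-list change between treatments was tested with fry on the 22 retina libraries, a test chosen after seeing the data. DZNep exceeded Romidepsin by a median over genes of 0.68 (adjusted p = 0.248) and UNC0642 by 0.84 (adjusted p = 0.154); UNC1999 exceeded them by 0.49 (adjusted p = 0.477) and 0.65 (adjusted p = 0.300).

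**Figure D1:**
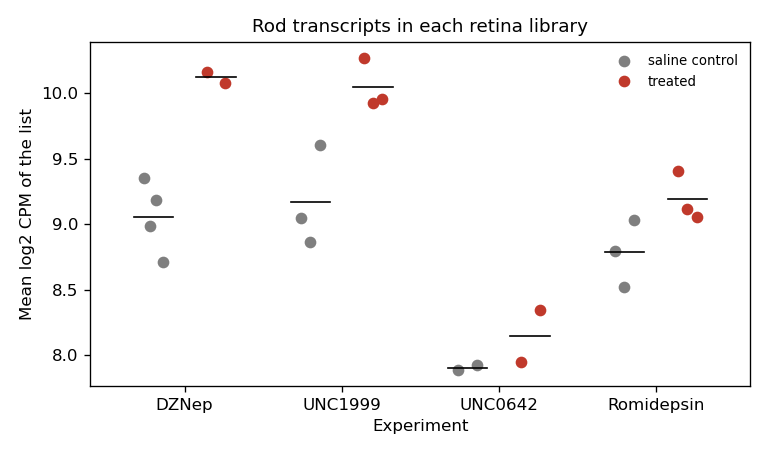
Rod score (mean log2 CPM of 33 rod genes) of each of the 22 retina libraries, by experiment, with group means. The treated libraries of the DZNep experiment lie above all its controls, and those of the UNC0642 experiment lie near the lowest values.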

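Fosl1 (ENSMUSG00000024912, chromosome 19 from 5447703 to 5455945 in NCBIM37) rose after Romidepsin from 1.09 ± 0.299 CPM (SD, n = 3) to 9.91 ± 4.97 CPM (SD, n = 3) (log2 fold change 3.18, standard error 0.437, adjusted p = 0.0277), and after UNC0642 from 4.71 ± 0.154 CPM (SD, n = 2) to 15.9 ± 0.0686 CPM (SD, n = 2) (log2 fold change 1.75, standard error 0.144, adjusted p = 0.128). For Fosb, Gadd45a, Gadd45b, Junb and Myc as well, every treated library lay above every control in both experiments.
After Romidepsin their log2 fold changes were 1.55 for Fosb, 0.84 for Gadd45a, 2.49 for Gadd45b, 2.28 for Junb and 2.31 for Myc; Fosb, Fosl1, Gadd45b and Junb passed an adjusted p-value of 0.05, and Myc (adjusted p = 0.0502) and Gadd45a (0.0634) did not. After UNC0642 they were 0.66, 0.59, 0.90, 0.63 and 1.09 in the same order, with adjusted p-values of at least 0.128 for all 6 genes and unadjusted ones of at most 0.00776. Without UNC0642 treated replicate 2, that of Gadd45a was 0.36.
The 4 Romidepsin calls were lost without control replicate 2, control replicate 3 or treated replicate 3, and that of Fosb also without control replicate 1 (adjusted p = 0.0549). Without treated replicate 1, Gadd45a (adjusted p = 0.0283) and Myc (0.0199) passed, and without treated replicate 2 Myc did (0.0458). Over the alternatives the adjusted p ran from 2.11e-07 to 0.133 for Fosb, from 0.00112 to 0.195 for Gadd45a and from 2.49e-06 to 0.177 for Myc.
In a fixed list of 25 immediate-early genes, which holds these 6, all were higher after Romidepsin (median log2 fold change 1.38, camera adjusted p = 2.65e-39, fry 0.0542), 12 over all genes tested and 23 when adjusted over the list alone. After UNC0642 23 were higher and Arc and Fosl2, named after their values were seen, lower (median 0.41, camera adjusted p = 6.07e-16, fry 0.180), none over all genes tested, 12 at an unadjusted p-value under 0.05 and 10 when adjusted over the list alone.
By fry, the list rose more after Romidepsin than after DZNep (median over genes of DZNep less Romidepsin −1.36, fry adjusted p = 0.00364), UNC1999 (−1.17, adjusted p = 0.00599) and UNC0642 (−0.90, adjusted p = 0.0461), while DZNep and UNC0642 differed by −0.44 (adjusted p = 0.414). By camera with an estimated correlation only the difference from DZNep passed (adjusted p = 0.0179), and those from UNC1999 and UNC0642 did not (adjusted p = 0.108 for both).
The score of the list (mean log2 CPM) rose from 3.69 ± 0.14 (SD, n = 3) to 5.04 ± 0.41 (SD, n = 3) with Romidepsin, and from 4.21 ± 0.21 (SD, n = 2) to 4.69 ± 0.06 (SD, n = 2) with UNC0642.

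**Figure D2:**
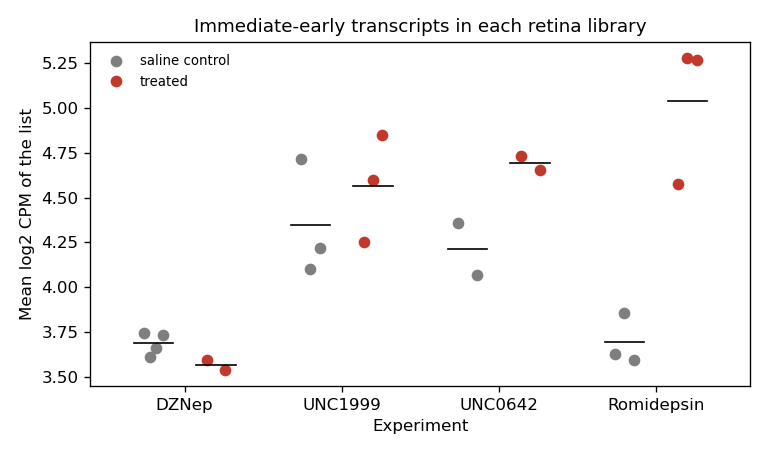
Immediate-early score (mean log2 CPM of 25 genes) of each of the 22 retina libraries, by experiment, with group means. All 3 Romidepsin-treated libraries lie above their 3 controls.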

Several of upregulated genes are members of immediate–early response genes (IER)—Fosb, Fosl1, Gadd45a, Gadd45b, Myc, and Junb. These genes participate in NGF-stimulated transcription, transcriptional activation, and NRF2-mediated oxidative stress responses. Common upregulated processes for these inhibitors include cell differentiation, cellular response to TNFa, and cytoskeleton organization (Figure 5F). 

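By the likelihood ratio test UNC0642 and Romidepsin shared 3 genes called lower, Fam198a, Spon2 and Tph2 (named after their values were seen), against 0.120 for independent lists. Of these, Spon2 encodes a matrix protein. By the quasi-likelihood test they shared none, since no gene was called after UNC0642.
Among 19 tested matrix genes 16 were lower after UNC0642 and Col6a1, Col6a2 and Fn1 higher, again named after their values were seen (median log2 fold change −0.35, camera adjusted p = 0.000237, fry 0.458). None passed either adjustment, and 6 had an unadjusted p-value under 0.05. The median was −0.65 without control replicate 1, −0.06 without control replicate 2 and −0.21 without treated replicate 2.
Cholesterol genes changed little after Romidepsin (median −0.13, 18 of 23 lower, camera adjusted p = 0.117). The median was −0.23 without treated replicate 1 (adjusted p = 0.00598) and −0.02 without treated replicate 3. Over its alternatives the adjusted p-value ran from 0.00408 to 0.684.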

Common downregulated DEGs for Romidepsin and UNC0642 treatments belong to pathways associated with extracellular matrix, neuroinflammation signaling, and cholesterol and programmed cell death (Figure 5G).

### 3.5. Changes in Gene Expression of Isolated Rod Photoreceptor in rd10 Mice Treated with GSK2879552

Whole-retina RNA-seq gives a complex picture of gene expression changes, especially for low-expressing transcript, as different types of cells could demonstrate opposite changes for the same gene. Even for the largest cell population such as rod photoreceptors, changes in low-expressed but important rod genes could be skewed because of altered expression of the same gene in other cell types. To identify changes specific to rod photoreceptors, we crossed rd10 mice with mice that expressed EGFP in rods under the Nrl promoter [21] and established a mouse line that is homozygous for both the rd10 mutation and expression of green fluorescence protein in rod photoreceptors. The treatment of this line with GSK had the same protective effect as treatment with rd10. 

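In these rd10 mice the Nrl promoter drives EGFP, so that rods can be sorted by fluorescence. Sorted rods of mice given saline (2 libraries) or 4.2 mg/kg GSK2879552 (GSK), an inhibitor of LSD1, from PN9 to PN24 (2 libraries) were sequenced. The cDNA was made by the SMART-Seq method in place of the preparation used for whole retinas. Control replicate 1 and both treated libraries held Xist (200, 187 and 217 counts) and the Y chromosome transcript Ddx3y (1160, 3163 and 1198). These libraries thus look like pools of mice of both sexes. Control replicate 2 had 0 and 3206 counts, and whether it was a pool is not given.
The deposited values are the authors' raw read counts per gene. The control libraries held 7289460 and 17371857 counted reads and the GSK libraries 9724672 and 19864491, and a count of 3 corresponds to 0.151 to 0.412 CPM. TMM factors ran from 0.969 to 1.03, and the common biological coefficient of variation was 0.271, the highest of the 5 experiments. Fold changes are GSK over control.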

Pure rod photoreceptors were FACS-sorted from dissociated retinas of saline- and GSK-treated animals and rod-specific RNA was subjected to RNA-seq. Sorted rod photoreceptors had 25 genes that were downregulated and 46 genes that were upregulated (Figure 6A, Supplementary Table S2). 

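No gene passed an adjusted p-value of 0.05 by the quasi-likelihood test among 14478 tested in 2 control and 2 GSK-treated libraries of sorted rods. The smallest adjusted p-value was 0.233, that of Edn2, and 711 genes had an unadjusted p-value under 0.05, against 724 by chance.
The likelihood ratio test called 44 genes higher and 24 lower at both thresholds, and 46 and 25 without a fold threshold, a setting added after seeing the data. The quasi-likelihood counts moved most with no filter on low counts, to 130 higher and 38 lower genes.
The groups were apart for 33.2% of the genes, against 33.3% by chance. On simulated counts of this design the quasi-likelihood test called 141 and the likelihood ratio test 159 of 200 changed genes, with 5 and 34 unchanged genes. Here too, all changes put in were larger than the fold threshold and in genes without low counts.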

Among the downregulated genes were Edn2, a known marker of retina degeneration, Gadd45b, a stress response gene, and Igrm1, a gene that positively regulates macroautophagy. 

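Edn2 (ENSMUSG00000028635, chromosome 4 from 119833811 to 119839965 in NCBIM37) fell from 132 ± 46.8 CPM (SD, n = 2) in control rods to 22.9 ± 2.95 CPM (SD, n = 2) in GSK-treated rods (log2 fold change −2.52, standard error 0.294, adjusted p = 0.233; adjusted p = 7.05e-10 by the likelihood ratio test). Gadd45b (ENSMUSG00000015312, chromosome 10 from 80392836 to 80394949) fell from 39.6 ± 6.66 CPM (SD, n = 2) to 14.2 ± 0.314 CPM (SD, n = 2) (log2 fold change −1.48, standard error 0.269, adjusted p = 0.360; likelihood ratio adjusted p = 0.00277). Irgm1 (ENSMUSG00000046879, chromosome 11 from 48675470 to 48685185), written Igrm1 in the text, fell from 8.77 ± 2.75 CPM (SD, n = 2) to 2.06 ± 0.913 CPM (SD, n = 2) (log2 fold change −2.06, standard error 0.511, adjusted p = 0.687; likelihood ratio adjusted p = 0.0409).
For all 3 both treated libraries lay below both controls, and without any one library they stayed lower. Over their alternatives the adjusted p-values ran from 9.02e-16 to 0.235 for Edn2, from 0.00153 to 0.396 for Gadd45b and from 0.0108 to 0.725 for Irgm1. The 16 tested genes of the interferon list were all lower in the treated rods too (median log2 fold change −1.02, also with the 1 gene at 3 counts or fewer set to its bound).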

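In the sorted rods, Pde6h had 217 ± 113 CPM (SD, n = 2) in the controls and 78.5 ± 17.4 CPM (SD, n = 2) after GSK (log2 fold change −1.47, standard error 0.351, adjusted p = 0.663; likelihood ratio adjusted p = 0.0267), and Gnb3 had 1109 ± 7.89 CPM (SD, n = 2) and 482 ± 53.3 CPM (SD, n = 2) (log2 fold change −1.20, standard error 0.205, adjusted p = 0.360; likelihood ratio adjusted p = 0.000899). Both treated libraries lay below both controls for each gene. Without control replicate 2, the log2 fold change of Pde6h was −0.80. Over the alternatives the adjusted p-values ran from 3.70e-06 to 0.698 and from 0.000119 to 0.396.
Of the 15 genes of the cone list, 14 were lower in the treated fraction and Thrb, named after its value was seen, was not (median log2 fold change −0.91, camera adjusted p = 6.03e-17, fry 0.284). None passed over all genes, 10 had an unadjusted p-value under 0.05 and 8 passed when adjusted over the list alone. The median was −0.53 without control replicate 2.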

Two cone-specific genes, Pde6h and Gnb3, were also downregulated. 

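The expression resource of the cited study was not used here. By the counts in sorted control rods, the 46 genes called higher by the likelihood ratio test without a fold threshold had a median of 3.17 CPM, against 21.9 CPM over all 14478 genes tested. 38 of them (82.6%) lay under the latter value and 17 had under 1 CPM. For 12 the control mean was at most 0.292 CPM, the mean over the control libraries of what 3 counts correspond to. After GSK their median was 14.0 CPM. The 25 genes called lower had a median of 34.4 CPM in the controls and 12.6 CPM after GSK. A gene called higher is picked in part for low control counts, so its low control level is partly set by the call. Chromatin states and enhancers were not analysed here.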

The majority of upregulated genes had low expression at PN24 (according to [31]; https://viz.stjude.cloud/dyer-lab/visualization/the-4-dimensional-nucleome-of-murine-rod-photoreceptors~72; (accessed on 12 June 2025)), while 7 genes are located in retina developmental enhancer, cis-regulatory DNA sequences that orchestrate gene expression during retina development. To find out which part of chromatin a gene resides in, we used the published data of Aldiri et al. [31] at https://viz.stjude.cloud/dyer-lab/visualization/the-4-dimensional-nucleome-of-murine-rod-photoreceptors~72, (accessed on 12 June 2025). The authors predicted chromatin state of the genome loci of particular genes (euchromatin or heterochromatin) at E14.5 or PN21 developmental stages. As we completed our experiments at PN24, we used the PN21 chromatin predictions from this source. One-third of upregulated genes resided in heterochromatin, again emphasizing that treatment with epigenetic inhibitors decondensed heterochromatin, leading to re-expression of these genes. 

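Kit (ENSMUSG00000005672, chromosome 5 from 75970941 to 76052747 in NCBIM37) had 0.899 ± 0.136 CPM (SD, n = 2) in sorted control rods and 5.70 ± 3.36 CPM (SD, n = 2) after GSK (log2 fold change 2.61, standard error 0.664, adjusted p = 0.721; likelihood ratio adjusted p = 0.0419). Over its alternatives the adjusted p ran from 0.0115 to 0.721.
Sstr2 (ENSMUSG00000047904, chromosome 11 from 113480656 to 113487319), the somatostatin receptor gene among those called higher by the likelihood ratio test (adjusted p = 0.00778), had 0 counts in both control libraries and 1.25 ± 0.662 CPM (SD, n = 2) after GSK, from 15 and 17 counts. Against the 0.292 CPM that 3 counts allow in the controls, it was at least 4.27-fold higher. Its quasi-likelihood adjusted p was 0.819, and the range over its alternatives was 0.00778 to 0.819.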

Two examples of genes residing in rod photoreceptor heterochromatin and having no retina expression at this age but became upregulated in retinas treated with GSK: *Kit*, important for regeneration and homeostasis; and *Sstr*, important for photoreceptor development and it inhibits calcium entry by suppressing voltage-dependent calcium channels. According to IPA (Figure 6B), most upregulated pathways by GSK in the sorted rods were related to collagen metabolism, G-protein-coupled receptor signaling, RAF/Map kinase cascade, and CREB signaling in neurons.

We compared our RNA-seq data on sorted rods (rd10 vs. rd10 + GSK) and data of rod photoreceptors from scRNA-seq of rd10 mice at PN21 (cluster C1 vs. clusters C2, C3) [32]. We used the same relaxed cutoff for our data that was used for the scRNA-seq: *p* < 0.05, log FC > 0.25. 

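At this cutoff, 403 genes were higher and 308 lower in the GSK-treated rods by the quasi-likelihood test, and 530 and 360 by the likelihood ratio test. P-values at this cutoff are unadjusted, and the quasi-likelihood test gave no more genes than chance at p under 0.05. The clusters of the single-cell study were not used here, so the overlap with them was not counted.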

There were 41 genes in common between the two sets. Most of these genes were upregulated during degeneration of rods and downregulated to near-normal levels under GSK treatment. These included genes regulating apoptosis or stress response genes *Cd47*, *E2f6*, *Gadd45b*, *Edn2*, and *Wwtr1*. 

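In GSK-treated rods Cd47 (ENSMUSG00000055447, chromosome 16 from 49855731 to 49915123 in NCBIM37) fell from 91.9 ± 9.51 CPM (SD, n = 2) to 57.1 ± 3.42 CPM (SD, n = 2) (log2 fold change −0.69, standard error 0.214, adjusted p = 0.908; likelihood ratio adjusted p = 0.441), E2f6 (ENSMUSG00000057469, chromosome 12 from 16817771 to 16833549) from 75.4 ± 24.1 CPM (SD, n = 2) to 32.8 ± 9.35 CPM (SD, n = 2) (log2 fold change −1.19, standard error 0.306, adjusted p = 0.721; likelihood ratio adjusted p = 0.0790), and Wwtr1 (ENSMUSG00000027803, chromosome 3 from 57259571 to 57379832) from 68.1 ± 9.63 CPM (SD, n = 2) to 39.1 ± 0.216 CPM (SD, n = 2) (log2 fold change −0.80, standard error 0.227, adjusted p = 0.835; likelihood ratio adjusted p = 0.292). None of these 3 passed an adjusted p-value of 0.05 by either test, and their unadjusted quasi-likelihood p-values were 0.0111, 0.00391 and 0.00686.
Edn2 and Gadd45b fell further, and all 5 genes were lower in both treated libraries than in both controls. The 5 passed when adjusted over the list of 8 genes that the paper names from this comparison alone, which it chose on these libraries and so not independent evidence. Over their alternatives the adjusted p-values ran from 0.380 to 1.000 for Cd47, from 0.00480 to 0.757 for E2f6 and from 0.217 to 0.999 for Wwtr1. Their change during degeneration was not analysed here.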

Interestingly, there were only 3 genes that were downregulated during degeneration but were upregulated under GSK treatment. They are as follows: (1). 

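Hk2 (ENSMUSG00000000628, chromosome 6 from 82675019 to 82724448 in NCBIM37) was higher in GSK-treated than in control sorted rods, from 314 ± 82.3 CPM (SD, n = 2) to 533 ± 37.9 CPM (SD, n = 2) (log2 fold change 0.76, standard error 0.234, adjusted p = 0.894; likelihood ratio adjusted p = 0.306), at an unadjusted p-value of 0.0103. Both treated libraries lay above both controls, and the adjusted p-values over its alternatives ran from 0.0869 to 1.000.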

*Hk2*, hexokinase, which functions in the negative regulation of mitochondrial membrane permeability, negative regulation of reactive oxygen species metabolism, anti-apoptotic, and photoreceptor protection; (2). *Rabgef1*, with functions in ubiquitin protein ligase activity, dendritic transport, with the loss of it causing aberrant morphogenesis and altered autophagy in photoreceptors leading to retinal degeneration; (3). 

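Rabgef1 (ENSMUSG00000025340, chromosome 5 from 130647668 to 130690212 in NCBIM37) went from 789.9 ± 119.4 CPM (SD, n = 2) to 1205 ± 189 CPM (SD, n = 2) (log2 fold change 0.61, standard error 0.225, adjusted p = 0.987; likelihood ratio adjusted p = 0.581) in the sorted rods, at an unadjusted p-value of 0.0249, with both treated libraries above both controls. Its adjusted p-values over the alternatives ran from 0.320 to 1.000.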

*Selenbp1*—selenium binding protein 1—that catalyzes the oxidation of methanethiol and plays a role in intra-Golgi protein transport. In addition to the effects of GSK in sorted rod photoreceptors, all three were upregulated in rd10 treated with DZNep, Romidepsin, and UNC1999.

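Selenbp1 (ENSMUSG00000068874, chromosome 3 from 94736978 to 94748680 in NCBIM37) rose in the sorted rods from 10.8 ± 4.64 CPM (SD, n = 2) to 68.8 ± 31.5 CPM (SD, n = 2) (log2 fold change 2.64, standard error 0.410, adjusted p = 0.360; likelihood ratio adjusted p = 8.69e-06). Both treated libraries lay above both controls. The range of its adjusted p-values over the alternatives was 1.15e-13 to 0.396.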

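After DZNep the log2 fold changes were 1.16 for Hk2 (adjusted p = 0.000519), 0.73 for Rabgef1 (adjusted p = 0.000777) and 1.65 for Selenbp1 (adjusted p = 0.000196), with both treated libraries above all 4 controls.
After UNC1999 they were 0.83 (adjusted p = 0.0533), 1.07 (adjusted p = 0.0622) and 1.13 (adjusted p = 0.0471) in the same order, with the groups apart for each. Without control replicate 3, all 3 passed (adjusted p = 0.00363, 0.00132 and 0.00245), and without any 1 of the other 5 libraries Selenbp1 lost its call (adjusted p up to 0.194).
After Romidepsin, Hk2 had a log2 fold change of 1.10 (adjusted p = 0.0277), a call lost without control replicate 2, control replicate 3 or treated replicate 3. Selenbp1 had 1.57 (adjusted p = 0.0857; 0.88 without treated replicate 3, and adjusted p = 0.0458 without treated replicate 2).
Rabgef1 was not higher after Romidepsin: it had 81.7 ± 13.1 CPM (SD, n = 3) in the controls and 70.9 ± 21.9 CPM (SD, n = 3) in the treated retinas (log2 fold change −0.21, standard error 0.217, adjusted p = 0.648), with the groups overlapping. It stayed lower without each library in turn, from −0.48 without treated replicate 1 to −0.04 without treated replicate 3, and was −0.33 without control replicate 2, −0.13 without control replicate 3 and −0.13 without treated replicate 2.
Over the alternatives, the adjusted p-values after UNC1999 ran from 2.21e-06 to 0.210 for Hk2, from 0.000746 to 0.245 for Rabgef1 and from 7.65e-07 to 0.194 for Selenbp1, and after Romidepsin from 5.97e-09 to 0.124 for Hk2 and from 0.000937 to 0.219 for Selenbp1.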

## 4. Discussion

In our previous study, we found that epigenetic inhibitors GSK2879552 and Romidepsin block rod degeneration, preserve vision and transcription of rod photoreceptor genes, and downregulate transcripts involved in cell death, gliosis, and inflammation in the mouse model of Retinitis Pigmentosa (RP), rd10 [11]. GSK2879552 and Romidepsin inhibit different enzymes, LSD1 and HDACs, respectively, but these enzymes have common characteristics—they condense chromatin inside the nucleus of the cell and sometimes work in the same protein complex.

To better understand whether chromatin decondensation is a gene-independent way to prevent retina degeneration, we have investigated whether other inhibitors of chromatin condensation can prevent photoreceptor degeneration in the rd10 mouse model. We tested inhibitors for G9A/GLP, which catalyzes methylation of H3K9, and for EZH2, which catalyzes trimethylation of H3K27, and compared them to the actions of LSD1 and HDAC inhibitors. We showed that all these inhibitors that likely decondense chromatin are preserving retina from degeneration in mouse model of RP, rd10. The combined results provide robust support for our hypothesis that inhibition of chromatin condensation can be sufficient to prevent rod death in rd10 mice.

It is clear that the less compact chromatin allows major changes in gene expression. We observed strong upregulation of rod genes involved in visual transduction in the whole-retina RNA-seq, but not in the isolated rods. This strongly suggests that the observed changes are a consequence of changing numbers of rods. 

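In the sorted rods the rod list had 20 higher and 13 lower genes of 33 (median log2 fold change 0.03, camera adjusted p = 0.556, fry 0.885), and none had even an unadjusted p-value under 0.05. The median was −0.08 without control replicate 1, 0.20 without control replicate 2, 0.00 without treated replicate 1 and 0.06 without treated replicate 2. Of 22 tested light-perception genes of Figure 1D, 16 were higher and 6 lower (median 0.10, camera adjusted p = 0.136), also with none at an unadjusted p-value under 0.05. The rod score was 10.54 ± 0.22 (SD, n = 2) in the control rods and 10.57 ± 0.07 (SD, n = 2) after GSK.
From the lack of change in isolated rods, the paper proposes, in the sentence after, that the changes in whole retina followed from the number of rods. The whole retinas analysed here were treated with other inhibitors than the rods, so the difference between the 2 sorts of sample was not tested. Values of sorted rods are a share of the reads of sorted cells and carry no count of cells.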

A question that arises is whether all of the inhibitors lead to up- or downregulation of a few key genes, or whether neuroprotection is a broad phenomenon that can be achieved in multiple ways. To address this, we carried out RNA-seq studies for each inhibitor treatment and compared DEGs and molecular pathways changes for all epigenetic inhibitors. Our previous hypothesis for inhibitors action proposed two mechanisms: (1) epigenetic modifiers cause more open and accessible chromatin in rods, which drive the transcription of clusters of neuroprotective genes and surviving rods; (2). suppression of inflammation in microglia and Muller glia. These two processes could be separated or work together as positive feedback loop where normal photoreceptors and inhibitor-treated photoreceptors do not produce any signaling molecules to activate inflammation.

In addition to their effects on visual phototransduction pathways and overall rod preservation, inhibitors of LSD1 and EZH2 caused an upregulation of genes from neuroprotective Ca^2+^ and Wnt pathways. Additionally, these modifiers downregulate inflammation pathways, such as Complement System, Leukocyte Extravasation Signaling, Natural Killer Cell Signaling, Neuroinflammation Signaling Pathway, Th2 Pathway, and Toll-like Receptor Signaling. 

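In the sorted rods, all 16 tested interferon-response genes fell after GSK (camera adjusted p = 1.02e-11, fry 0.192), with both treated libraries below both controls for 11 of them. None passed over all genes, 7 had an unadjusted p-value under 0.05 and 5 passed when adjusted over the list alone. The alternatives gave camera adjusted p-values from 3.19e-12 to 0.360.
Of 14 MHC genes 12 were lower and Ciita and Psmb8 higher (median log2 fold change −0.64, camera adjusted p = 0.00193, fry 0.327), 2 of them at an unadjusted p-value under 0.05 and none past either adjustment. The median was −0.22 without control replicate 2.
Of 14 microglia genes 11 were lower (median −0.44, camera adjusted p = 0.0914, fry 0.468), none at an unadjusted p-value under 0.05. The median was −0.87 without control replicate 1 and 0.03 without control replicate 2. Ciita and Psmb8 were named after their values were seen.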

Since the changes in inflammation pathways were not detected in isolated treated rods, they probably arose in either microglia or Muller cells, both of which participate in inflammatory responses in the retina. At present we cannot distinguish whether the inhibitors are acting directly on microglia and Muller cells or whether they induce signals in rods that, in turn, affect the glial cells.

Some of the inhibitors may also have direct effects on inflammatory pathways. The LSD1 enzyme [12] participates in NF-kb activation and the same has been suggested for EZH2 [33,34]. Our data demonstrate that KDM1a (LSD1) is the 4th top upstream regulator for UNC1999 and 6th for DZNep, indicating that these epigenetic modifiers inhibits or activates common pathways. Such dual actions of some of the inhibitors could potentially make them more potent protective agents.

Both inhibitors of HDACs and GLP/G9a demonstrate upregulation of NGF-stimulated transcription but they mostly downregulate inflammation by inhibiting IL-12 signaling and production in macrophages, interferon alpha/beta signaling, interferon gamma signaling, Neuroinflammation Signaling Pathways, and Phagosome Formation. This suggests that inhibitors of HDACs and GLP/G9a mostly work through the second mechanism proposed above—suppression of inflammation in microglia and Muller glia. 

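IPA and GO databases were not used here. After UNC0642, 21 of 21 microglia genes were lower (median log2 fold change −0.60, camera adjusted p = 7.37e-13, fry 0.394), 18 of 18 MHC genes (−0.63, camera adjusted p = 6.10e-06, fry 0.533) and 20 of 20 interferon genes (−0.73, camera adjusted p = 9.23e-08, fry 0.532). The microglia median was −0.31 without control replicate 1, −0.97 without treated replicate 1 and −0.40 without treated replicate 2. The MHC median was −0.14 without control replicate 1, −1.02 without control replicate 2, −1.15 without treated replicate 1 and −0.22 without treated replicate 2. The interferon median was −0.13 without control replicate 1, −1.10 without control replicate 2, −1.27 without treated replicate 1 and −0.33 without treated replicate 2. Unadjusted p-values under 0.05 were found for 9 lower genes of the microglia list, 1 of the MHC list and 1 of the interferon list, and none passed over all genes tested; 6 of the microglia list passed when adjusted over it alone. Against the 9 pooled controls of the series the microglia median was 0.03.
The fall was not shown to be larger after Romidepsin than after UNC0642 in the microglia list (median over genes of UNC0642 less Romidepsin 0.08, fry adjusted p = 0.966) or in the MHC list (−0.01, adjusted p = 0.966).
From the pathways it found changed, lowered inflammation among them, the paper proposes, in the sentence after, that inhibitors of HDACs and of G9A and GLP mostly act by suppressing inflammation in microglia and Müller glia. In whole retina the counts do not separate these cells from others.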

HDAC inhibitors promote photoreceptor survival in several mouse models of RP and AMD [35,36,37,38], and there are numerous studies showing that HDAC inhibitors ameliorate inflammation [13,14,39,40].

It was shown that rearing rd10 mice in the dark preserved photoreceptors from degeneration through inactivation of rhodopsin signaling [41], but exposure to room light is followed by rapid photoreceptor degeneration [42]. These experiments suggest that blocking rod function under conditions of excess of phototransduction/light could partially rescue retinal degeneration. For inhibitors of HDAC1 (Romidepsin) and G9a (UNC0642), our data showed almost no changes for rod-specific genes when, paradoxically, the number of rod photoreceptor is much bigger than in controls (Figure 3C), so it is possible that we preserved the retina by blocking rod function. It will be important in the future to perform scRNA-seq and ERG measurements using mouse retinas to better understand mechanisms of action.

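Within the rod list, the gene that rose most was Guca1b after Romidepsin (log2 fold change 1.07, adjusted p = 0.0561; likelihood ratio adjusted p = 0.000223) and also after UNC0642 (log2 fold change 0.55, adjusted p = 0.328; likelihood ratio adjusted p = 0.222), named after its values were seen. By the likelihood ratio test at both thresholds it was the 1 rod-list gene called after Romidepsin, and none was called after UNC0642. The list change did not differ detectably between these treatments (median over genes of UNC0642 less Romidepsin −0.15, fry adjusted p = 0.719). Numbers of photoreceptors in sections were not analysed here.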

Retina-specific knockout or knockdown of histone modification enzymes is usually performed at embryonic stages, before rod photoreceptors properly differentiate and exit the cell cycle, which can lead to poor retinal development or degeneration [43,44]. In our experiments, we treated rd10 mice with epigenetic enzyme inhibitors after PN9, when rods have exited the cell cycle and genes that not expressed in rods begin accumulating the H3K27me3 mark and shut down [4,31]. The time of manipulation of epigenetic enzymes is very important, as a lot of them work differently at different points in development [45].

In summary, our findings indicate that multiple epigenetic modifiers can block degeneration of rod photoreceptors in a model of RP. They can achieve this by altering expression of protective and injurious genes in rods as well as modifying the expression of inflammatory pathways in other retinal cells. These multiple mechanisms suggest that epigenetic modifiers are ideal agents to allow cells to reset homeostasis and counteract deleterious effects of mutations or other disease-causing stimuli. Such modifiers may prove to be valuable gene-independent therapeutics in targeting a range of multifactorial diseases in the retina, such as macular degeneration and diabetic retinopathy, as well as elsewhere in the nervous system.

## Figures and Tables

**Figure 1:**
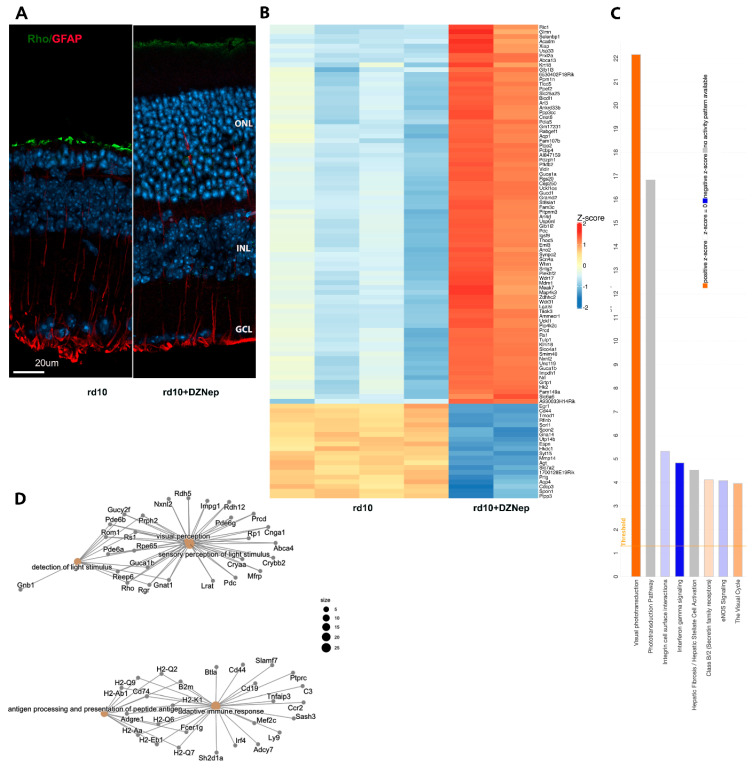
Treatment of rd10 mice with EZH2 inhibitor DZNep leads to retina neuroprotection. (**A**). Immunofluorescence (IF) images of retina sections from PN24 mice injected with DZNep or only saline, stained with anti-RHO (green), anti-GFAP (red) antibodies. Nuclei were stained with Hoechst33258. (**B**). RNA-seq analysis of differentially expressed genes (DEGs) under DZNep treatment. Heatmap of 100 most changed DEGs (FDR < 0.05; log2 fold change is greater than 1 or smaller than −1). (**C**). Top IPA canonical pathways for DEGs (FDR < 0.05; log2 fold change is greater than 1 or smaller than −1). (**D**). Category–gene network plot depicting DEGs.

**Figure 2:**
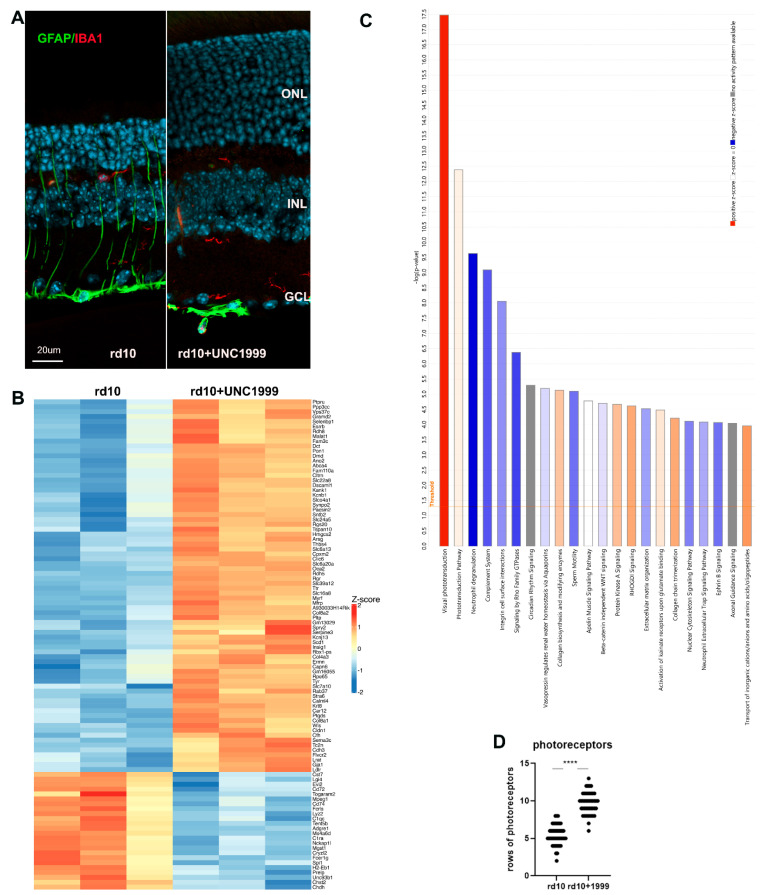
Treatment of rd10 mice with EZH2 inhibitor UNC1999 leads to retina preservation. (**A**). IF images of retina sections from PN24 rd10 mice injected with UNC1999 or only diluent stained with anti-GFAP (green), anti-IBA1 (red) antibodies. Nuclei were stained with Hoechst33258. (**B**). RNA-seq analysis of DEGs under UNC1999 treatment. Heatmap of 100 most changed DEGs (FDR < 0.05; log2 fold change is greater than 1 or smaller than −1). (**C**). Top IPA canonical pathways for DEGs (FDR < 0.05; log2 fold change is greater than 1 or smaller than −1). (**D**). Rod row counts in central retina of rd10 PN24 injected with UNC1999 or only diluent for 3 biological and 3 technical replicas (**** *p* < 0.0001).

**Figure 3:**
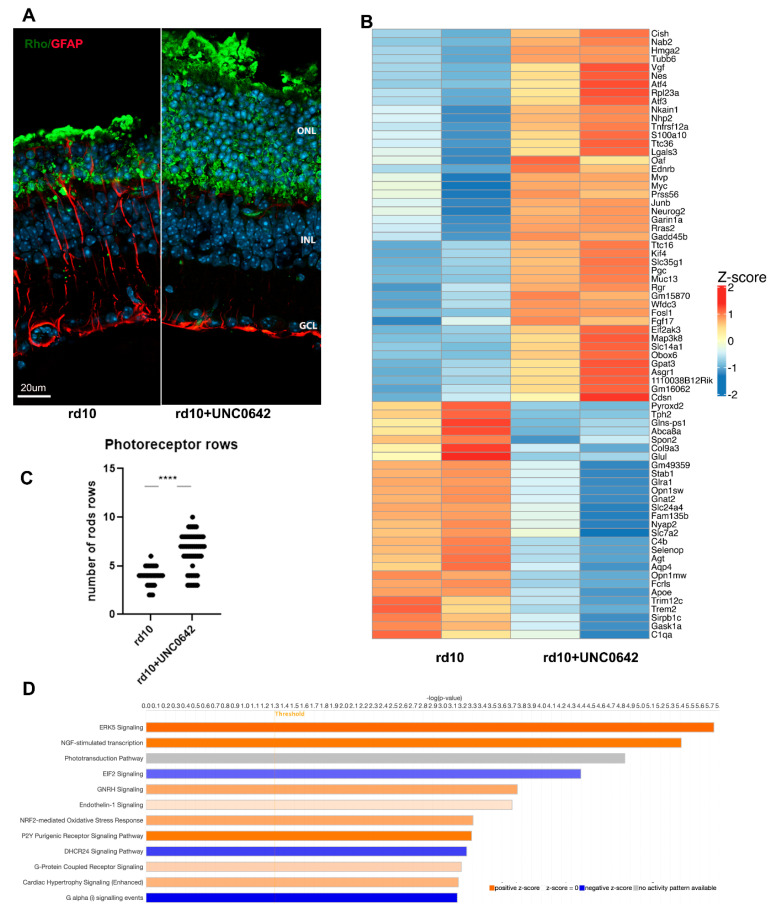
Treatment of rd10 mice with G9a/GLP inhibitor UNC0642 leads to partial retina protection. (**A**). IF images of retina sections from PN24 rd10 mice injected with UNC0642 or only saline stained with anti-RHO (green), anti-GFAP (red) antibodies. Nuclei were stained with Hoechst33258. (**B**). RNA-seq analysis of DEGs under UNC0642 treatment. Heatmap of 100 most changed DEGs (FDR < 0.05; log2 fold change is greater than 1 or smaller than −1 (**C**). Rod row counts in central retina of rd10 PN24 injected with UNC0642 or only saline for 2–3 biological and 3 technical replicas (**** *p* < 0.0001). (**D**). Top IPA canonical pathways for DEGs (FDR < 0.05; log2 fold change is greater than 1 or smaller than −1).

**Figure 4:**
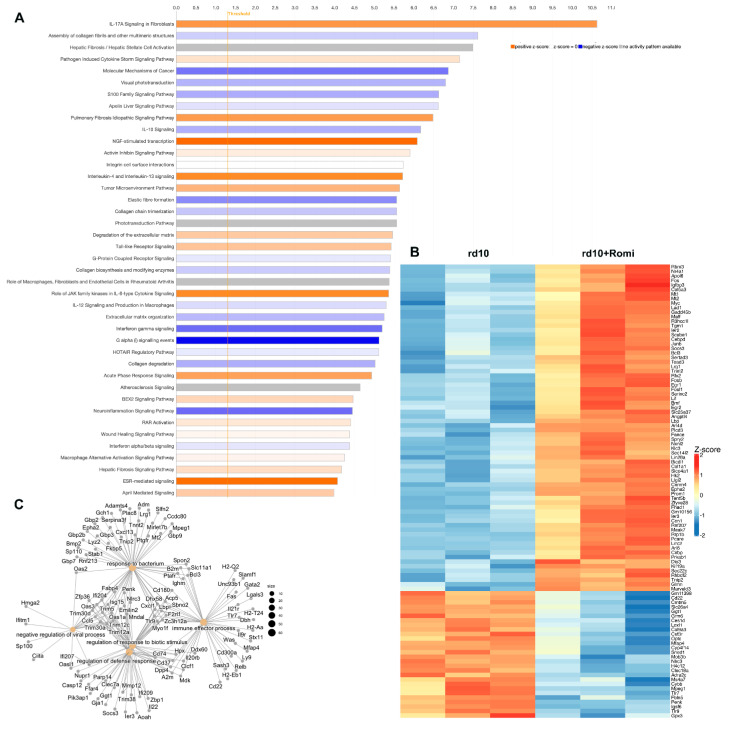
RNA-seq analysis of DEGs in rd10 mice under HDAC inhibition with Romidepsin. (**A**). Top IPA canonical pathways for DEGs (FDR < 0.05; log2 fold change is greater than 1 or smaller than −1). (**B**). Heatmap of 100 most changed DEGs (FDR < 0.05; log2 fold change is greater than 1 or smaller than −1). (**C**). Network plot of enrichment functions by cnet plots for DEG.

**Figure 5:**
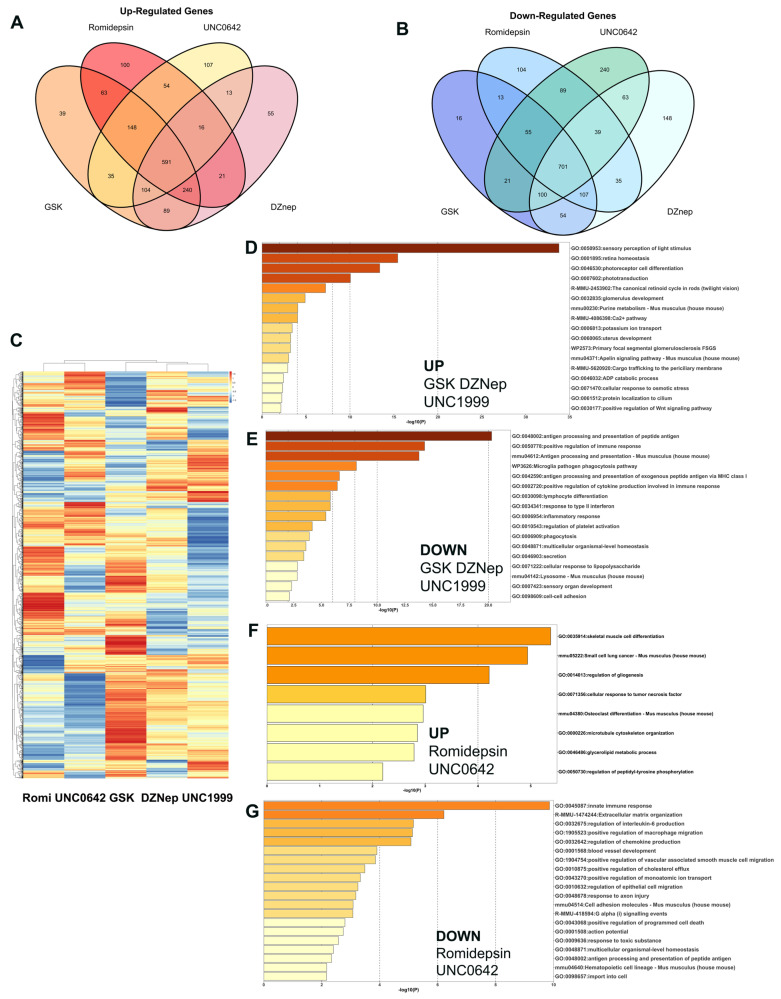
Comparison of action of different inhibitors of chromatin compaction on gene expression in rd10 mouse model of Retinitis Pigmentosa. (**A**). Venn diagram representing overlapping upregulated DEGs identified by RNA-seq analysis among GSK-, DZNep-, UBC0642-, and Romidepsin-treated groups. (**B**). Venn diagram representing overlapping downregulated DEGs identified by RNA-seq analysis among GSK-, DZNep-, UBC0642-, and Romidepsin-treated groups. (**C**). Heatmap for comparison of DEG identified by RNA-seq analysis among GSK-, DZNep-, UBC0642-, UNC1999-, and Romidepsin-treated groups. (**D**–**G**). Bar plots representing enriched ontology clusters for common upregulated (**D**) and downregulated (**E**) DEGs identified by RNA-seq analysis among GSK-, DZNep-, and UNC1999-treated groups; and for common upregulated (**F**) and downregulated (**G**) DEGs identified by RNA-seq analysis among Romidepsin- and UNC0642-treated groups.

**Figure 6:**
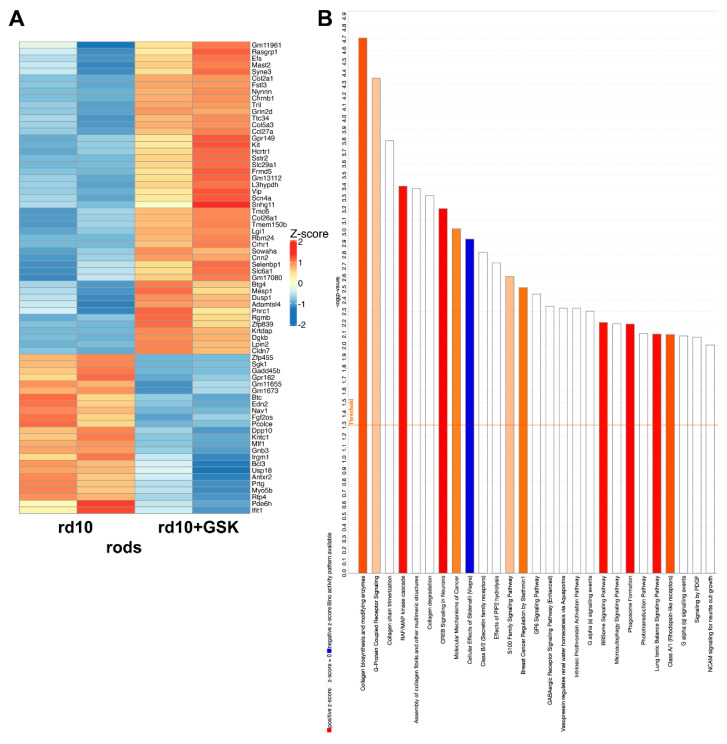
RNA-seq analysis of DEGs of FACS-sorted rods from rd10 mice injected with GSK2879552 vs. only saline rd10 (control). (**A**). Heatmap of 100 most changed DEGs (FDR < 0.05; log2 fold change is greater than 1 or smaller than −1). (**B**). Top IPA canonical pathways for DEGs (FDR < 0.05; log2 fold change is greater than 1 or smaller than −1).

## Data Availability

Raw read counts and differential expression analysis from this study are available at GEO Submission GSE295538.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/2073-4409/14/13/961/s1; Figure S1: A. Treatment of rd10 mouse model of retinitis pigmentosa with EZH2 inhibitor DZNep leads to preservation of rod photoreceptor specific genes and downregulation genes for inflammation. Comparison of rod specific gene expression levels in mice PN24 retina of rd10 mice, treated with saline, or in rd10 treated with DZNep from PN9 till PN24. Experiments were done for 2-4 biological and 3 technical replicas. The relative expression level for each gene was calculated by the 2-∆∆Ct method and normalized to GAPDH, * p<0.05; ** p<0.01; *** p<0.001, ****p<0.0001. B-C. Gene Ontology (GO)functional enrichment analyses of DEG between control and treated with DZNep rd10 mice retinas. The ten most significant down(B) and up(C)- regulated GO categories for Molecular Function (MF), Cell Component (CC) and Biological Process (BP); Figure S2: A. Treatment of rd10 mouse model of retinitis pigmentosa with EZH2 inhibitor UNC1999 leads to preservation of rod photoreceptor specific genes and downregulation genes for inflammation. Comparison of rod specific gene expression levels in mice PN24 retina of rd10 mice, treated with saline, or in rd10 treated with UNC1999 from PN9 till PN24. Experiments were done for 3 biological and 3 technical replicas. The relative expression level for each gene was calculated by the 2-∆∆Ct method and normalized to GAPDH, * p<0.05; ** p<0.01; *** p<0.001, ****p<0.0001. B-C. Gene Ontology (GO)functional enrichment analyses of DEG between control and treated with UNC1999 rd10 mice retinas. The ten most significant down(B) and up(C)- regulated GO categories for Molecular Function (MF), Cell Component (CC) and Biological Process (BP); Figure S3: Gene Ontology functional enrichment analyses of DEG between control and treated with Romidepsin rd10 mice retinas. The ten most significant down(A) and up(B)- regulated GO categories for Molecular Function (MF), Cell Component (CC) and Biological Process (BP); Table S1: A. Number of DEGs for each RNA-seq. B. PCR primers used in this study; Table S2: DEGs list for each RNA-seq, FDR<0.05.

# Supplementary material for: Epigenetic Modifiers to Treat Retinal Degenerative Diseases
**Source:** Cells. 2025 Jun 23;14(13):961. doi: 10.3390/cells14130961
**Supplement:** Supplementary file 1

**Supplemental materials**

**
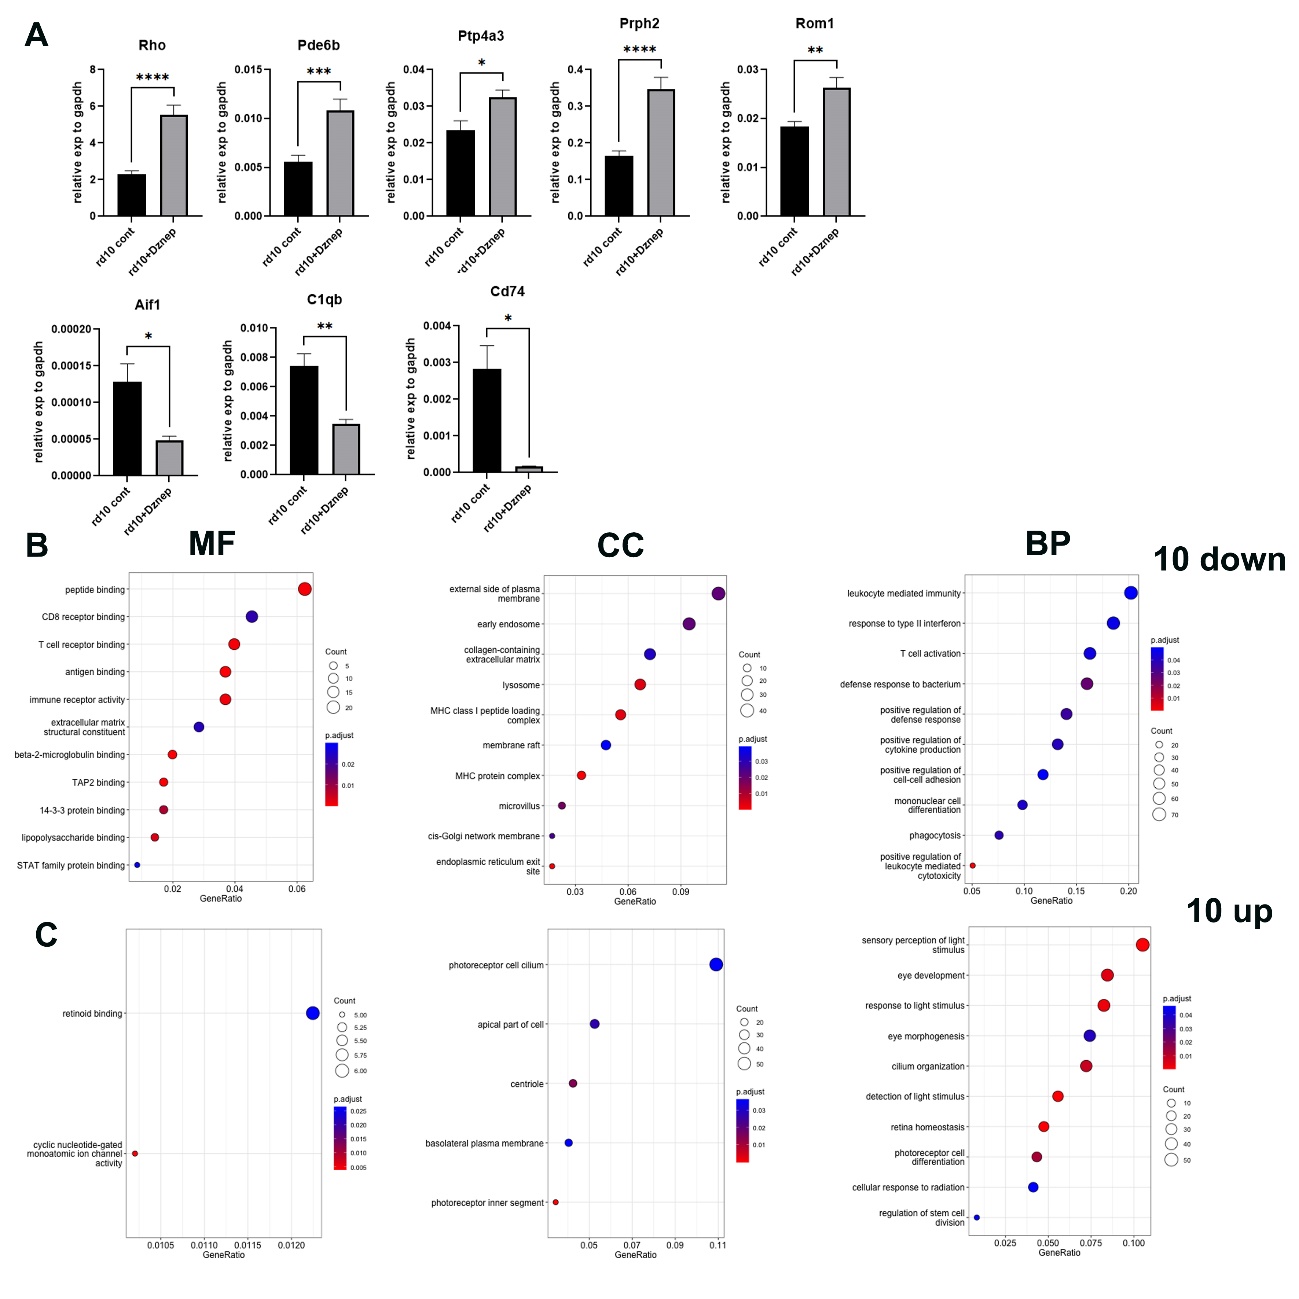
**

**Supplemental Figure S1. A.** Treatment of rd10 mouse model of retinitis pigmentosa with EZH2 inhibitor DZNep leads to preservation of rod photoreceptor specific genes and downregulation genes for inflammation. Comparison of rod specific gene expression levels in mice PN24 retina of rd10 mice, treated with saline, or in rd10 treated with DZNep from PN9 till PN24. Experiments were done for 2-4 biological and 3 technical replicas. The relative expression level for each gene was calculated by the 2-∆∆Ct method and normalized to GAPDH, * p<0.05; ** p<0.01; *** p<0.001, ****p<0.0001. **B-C**. Gene Ontology (GO)functional enrichment analyses of DEG between control and treated with DZNep rd10 mice retinas. The ten most significant down(**B**) and up(**C**)- regulated GO categories for Molecular Function (MF), Cell Component (CC) and Biological Process (BP).

**
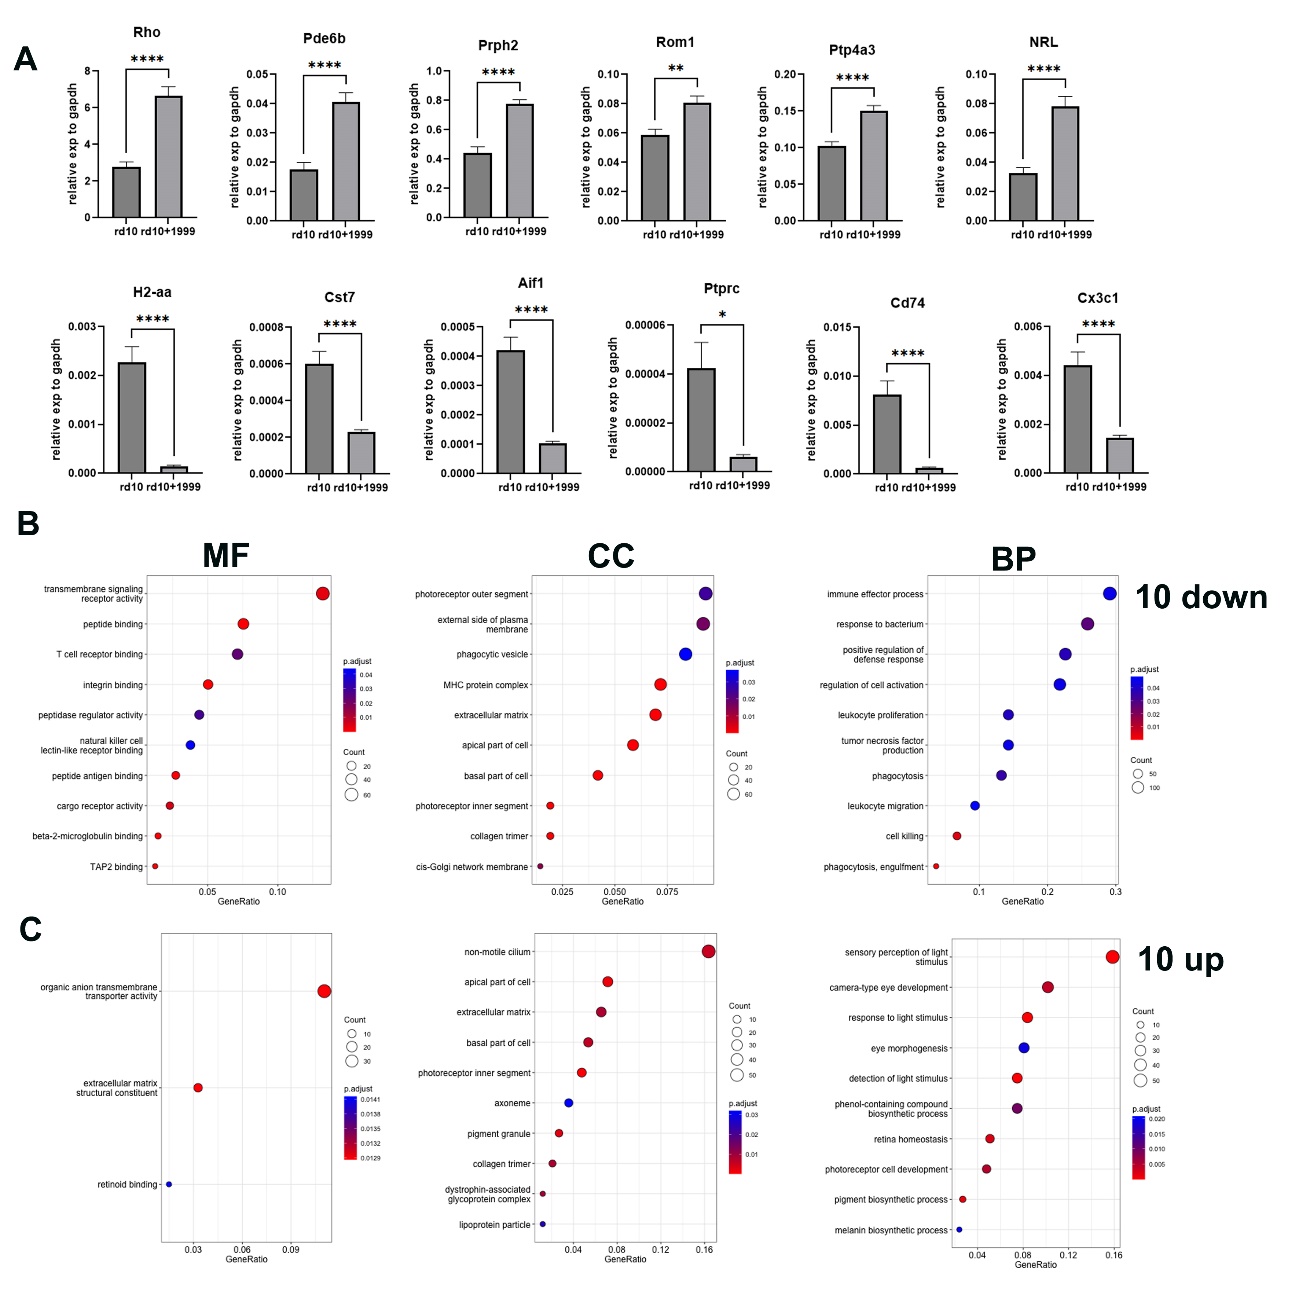
**

**Supplemental Figure S2. A.** Treatment of rd10 mouse model of retinitis pigmentosa with EZH2 inhibitor UNC1999 leads to preservation of rod photoreceptor specific genes and downregulation genes for inflammation. Comparison of rod specific gene expression levels in mice PN24 retina of rd10 mice, treated with saline, or in rd10 treated with UNC1999 from PN9 till PN24. Experiments were done for 3 biological and 3 technical replicas. The relative expression level for each gene was calculated by the 2-∆∆Ct method and normalized to GAPDH, * p<0.05; ** p<0.01; *** p<0.001, ****p<0.0001. **B-C**. Gene Ontology (GO)functional enrichment analyses of DEG between control and treated with UNC1999 rd10 mice retinas. The ten most significant down(**B**) and up(**C**)- regulated GO categories for Molecular Function (MF), Cell Component (CC) and Biological Process (BP).

**
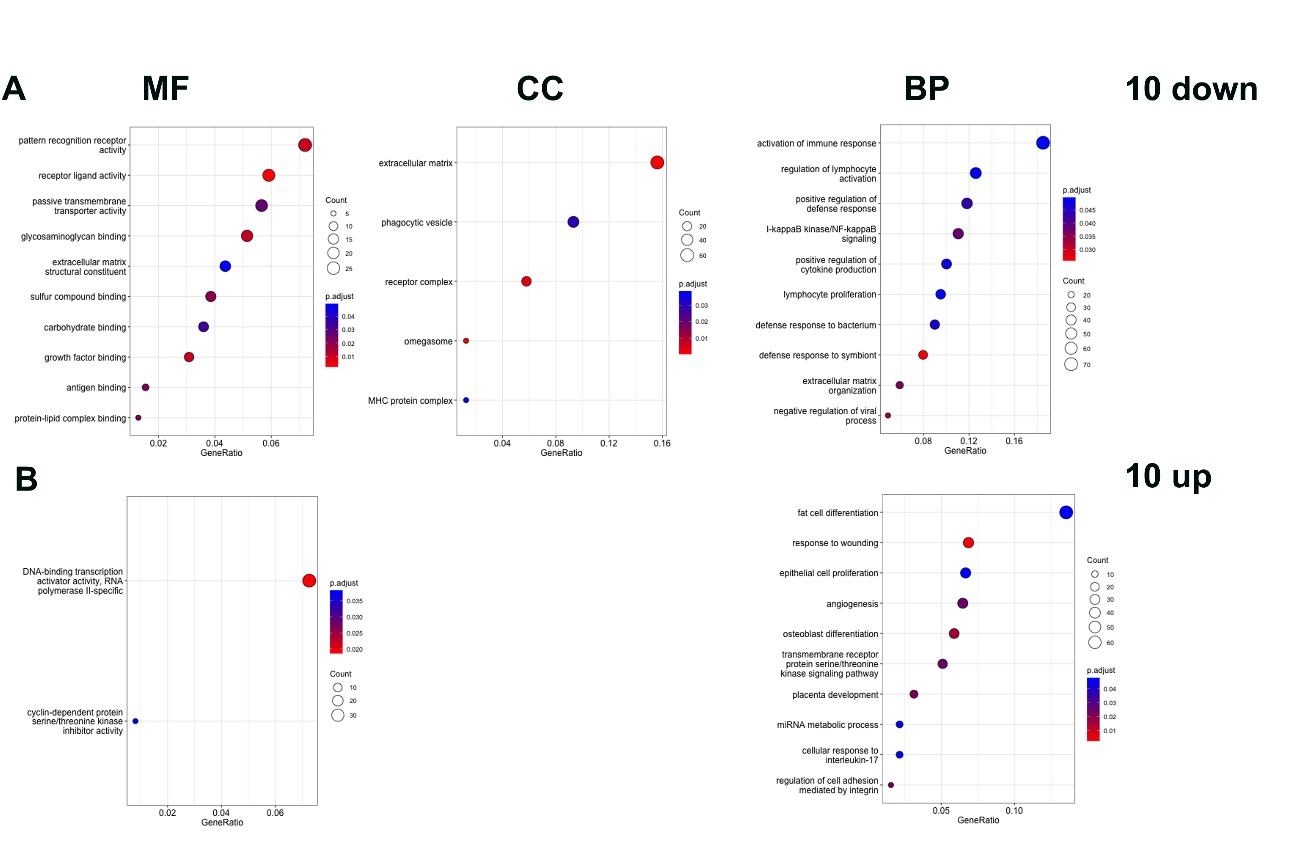
**

**Supplemental Figure S3.** Gene Ontology functional enrichment analyses of DEG between control and treated with Romidepsin rd10 mice retinas. The ten most significant down(**A**) and up(**B**)- regulated GO categories for Molecular Function (MF), Cell Component (CC) and Biological Process (BP).

**Supplemental Table S1:**

| **Gene** | **Forward** | **Reverse** |
| --- | --- | --- |
| Aif1 | CTCCGAGGAGACGTTCAGC | TTCTCCTCATACATCAGAATCATTCTC |
| C1qb | GCTGATGAAGACACAGTGGG | GCTGTTGATGGTCCTCAGG |
| Cd74 | CAAACCTGTGAGCCAGATGC | GGTCCTGGGTCATGTTGC |
| Cst7 | CGAACTACATGCAGGAAGACC | CACTGGCAGAGGAGAACAGG |
| Cx3cr1 | CAGCATCGACCGGTACCTT | GCTGCACTGTCCGGTTGTT |
| Gapdh | Qiagen QT01658692 |  |
| H2-Aa | GTCTTGACTAAGAGGTCAAATTCC | TTCTGAGCCATGTGATGTTG |
| Nrl | GTGCCTCCTTCACCCACCTTCAGTGA | GCGTGCGGCGCCTCTGCTTCAGCCG |
| Pde6b | CTG ACG AGT ATG AGG CCA AAG | TAG GCA GAG TCC GTA TGC AGT |
| Prph2 | TGGATCAGCAATCGCTACCT | CTGTAGTAATTCAGCAGAGC |
| Ptp4a3 | TACAGAGCTTCCTCCAAGGAAA | CACGGTGTTGGGAACGG |
| Ptprc | TGCCTCACCTACACACACC | ACATGAGTCATTAGACACACTGATG |
| Rho | CTT CTC CAA CGT CAC AGG CGT | GGACCACAGGGCGATTTCAC |
| Rom1 | Qiagen #QT00172165 |  |

How the deposited data were processed for this re-analysis (not part of the article)

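RNA-seq libraries of whole retinas were analysed (22 libraries), from control rd10 mice or rd10 mice treated with DZNep, UNC1999, UNC0642 or Romidepsin. Libraries of rods sorted from saline- or GSK-treated rd10 mice were also analysed (4 libraries). Samples were grouped by the labels of the study, and each treatment was compared with the controls of its own experiment. These controls received saline, or for UNC1999 saline or diluent. No library was shared between comparisons. All 26 libraries in the table of counts were used. GSK-treated whole retinas, qRT-PCR, sections and immunostaining were not analysed here.

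According to the authors, reads were trimmed with BBDuk, aligned to NCBIM37 (Ensembl release 67) with HISAT2 and counted per gene with HTSeq; the strand setting of the counting is not stated. The deposited values are raw counts of 37991 Ensembl genes with no entry for unassigned reads. They were checked to be whole numbers with totals that differ between libraries. No 2 replicates were copies of each other: in 23 pairs of replicates compared, the chi-square statistic per gene was at least 3.89.

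Counted reads ran from 13732959 to 36354094 per retina library and from 7289460 to 19864491 per library of sorted rods. A count of 3, taken as the floor, corresponds to 0.083 to 0.412 CPM. Between 17674 and 21261 genes had at least 1 count in a library, and the 10 most abundant genes took 3.17% to 9.41% of the counts.

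Gene symbols and positions were taken from GENCODE M1, on the same build, for 37205 genes; transcript GC content and length were computed for 22711. Reads shared by near-identical or overlapping genes, such as the MHC genes, the crystallins or Opn1mw, may be split by the counting, and their values are uncertain to that degree.

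Genes were filtered with filterByExpr and counts normalized with TMM in edgeR 4.0.16 (R 4.3.3), separately for each comparison. The main test was the quasi-likelihood F test without a block for replicate, in place of the likelihood ratio test of the authors, which was kept as an alternative. P-values were adjusted by the Benjamini-Hochberg method over the genes tested in the comparison, and a gene was called at an adjusted p-value under 0.05 and an absolute log2 fold change above 1. CPM values are scaled by the TMM factors.

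Gene lists for cell types and processes were tested with camera of limma 3.58.1 (preset correlation 0.01), adjusted over 132 tests. They cover rods, cones, microglia, gliosis, Müller glia, bipolar cells, inner neurons, RPE, lens, blood, immediate-early genes, the integrated stress response, sterol synthesis, extracellular matrix, antigen presentation, interferon response and the inhibited enzymes; further lists were copied from the text and figures of the paper. The lists do not cover the pathways of IPA or the terms of GO, whose databases were not used here. Camera with its correlation estimated from the data and fry were alternatives.

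Scores per library are means of log2 CPM (prior count 2) over a list. Treatments were compared by Spearman's rho across genes, with exact permutation of the labels of the libraries, and control retinas by Pearson's r with 100000 resamples. Differences in the change of 4 lists between treatments were tested with fry on the 22 retina libraries.

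Genes named in the text are those the Results name as transcripts and those of the qRT-PCR panels of Supplementary Figures S1A and S2A, in the comparison they are stated for, and in each comparison the 3 genes with the smallest p-values among the higher and the 3 among the lower ones that pass both thresholds and have every treated library on the same side of every control. A few of these genes are not reported here. Any other gene is said to be named after its values were seen.

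The main tests, the lists, the rule for named genes and the alternatives were set before the data were examined, apart from those said to be chosen after seeing the data. The alternatives were the likelihood ratio test, DESeq2 1.42.0, RLE normalization, no filter on low counts, at least 10 counts in every library, a block for replicate, no fold threshold, all 22 retina libraries in one fit, the 9 control retinas of library series G-981 as controls, prior count 0.5, Pearson's r, rho without the rod list and leaving out each library. Chosen after seeing the data were the likelihood ratio test with a 1.5-fold or no fold threshold, offsets for GC content and length (splines with 5 terms) and the fry tests of differences.

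The tests were tested on simulated data with 200 of the genes changed in each comparison. Each change was larger than the fold threshold, and genes with low mean counts were not among those changed. The counts of a gene were drawn independently of other genes. Recovery of smaller changes was not simulated for these tests. In the order DZNep, UNC1999, UNC0642, Romidepsin and sorted rods, the quasi-likelihood test called 192, 188, 187, 190 and 141 of them and the likelihood ratio test 194, 192, 196, 195 and 159, all with the right sign. In the same order, the quasi-likelihood test also called 3, 8, 11, 7 and 5 unchanged genes and the likelihood ratio test 19, 16, 24, 19 and 34. With no gene changed they called 2, 1, 5, 0 and 1 genes and 9, 8, 13, 7 and 3 genes. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.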

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

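The tests in this part were chosen only after the results were seen.

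Transcripts of the lens, of which the paper shows a few crystallins, appeared in 1 retina. The lens score (mean log2 CPM of 17 genes) of DZNep treated replicate 2 was 1.48, against −2.23 to −1.25 in the other 21 retinas, the other DZNep retina and all controls among them. Cryaa had 497 counts (37.9 CPM) there and at most 1.04 CPM elsewhere, Cryba1 13.5 and at most 0.544 CPM, and Crybb2 14.3 and at most 0.871 CPM (named after their values were seen). Without that library the median log2 fold change of the lens genes tested for DZNep was −0.58, in place of 1.27 (camera adjusted p = 0.214); without DZNep treated replicate 1 it was 4.91. An effect of DZNep shared by both treated retinas is argued against by the score of −1.83 in the other. Lens cells carried over with that retina stay open: 13 of the 17 genes, 10 of the 11 crystallins among them, had their highest CPM there. The exception among the crystallins was Crybb3, named after its value was seen, at 6.55 CPM against 7.39 CPM. Reads shared between crystallins and a change in the lens or retina of this animal were not tested.

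Transcripts of the RPE, a tissue that the paper does not discuss, were higher after UNC1999 than in its controls by a median log2 fold change of 1.74, and all 19 genes tested rose (camera adjusted p = 1.33e-72, fry 0.0290). The RPE score was 2.15 ± 0.29 (SD, n = 3) in the controls and 3.72 ± 0.15 (SD, n = 3) after UNC1999. After DZNep the list rose by 1.18 (0.75 without treated replicate 2), with 19 of 20 genes higher, and after Romidepsin it fell by 0.93 (16 of 18 lower, camera adjusted p = 1.82e-09). After UNC0642 it was 0.21 (from −0.16 without control replicate 1 to 1.15 without control replicate 2). Whether the treatments differed was not tested.

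The spread between controls alone is argued against for UNC1999 and DZNep: the lowest scores of their treated retinas were 3.59 and 2.86, and the highest of the 12 control retinas was 2.56. A trend with transcript GC content and length is argued against by medians of 1.76 and 1.20 after offsets for both. RPE cells carried over with the treated retinas stay open. The most abundant transcripts of the list rose with the rest, which this explanation needs: Ttr (1.40), Rgr (2.09), Dct (1.42) and Rpe65 (2.37) after UNC1999 and Ttr (0.54), Rgr (2.01), Dct (1.16) and Stra6 (1.46) after DZNep, where Ttr (adjusted p = 0.345) and Dct (0.133) did not pass 0.05, named after their values were seen. A response of RPE cells to the inhibitors of EZH2, or RPE that adheres more firmly to surviving photoreceptors, is a hypothesis that was not tested. For UNC1999, the solvent cannot be told apart from the inhibitor if its controls received saline.

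Transcripts of gliosis were higher after Romidepsin than in its controls. The paper does not discuss them for the Romidepsin libraries. From its earlier study it reports the other direction, gliosis transcripts lowered by GSK2879552 and Romidepsin. All 13 genes of the list rose, with a median log2 fold change of 0.77 (camera adjusted p = 1.21e-09, fry 0.154), and the score went from 6.42 ± 0.60 (SD, n = 3) to 7.45 ± 0.35 (SD, n = 3). The most abundant genes had log2 fold changes of 0.19 (Cp), 0.64 (Vim), 1.51 (A2m) and 0.28 (Gfap), named after their values were seen. The list fell after UNC1999 (median −0.56, −0.24 without treated replicate 1, where it was no longer past the threshold) and DZNep (−0.22, −0.13 without control replicate 1 and −0.39 without treated replicate 1); the difference was not tested. A larger share of Müller glia in the treated retinas is argued against by the Müller list, whose median was −0.45 with all 11 genes lower. A trend with GC content and length is argued against by a median of 0.75 after the offsets. Control retinas of the experiment with unusually low gliosis transcripts stay open, since controls differed between experiments in both directions. The score of 3 of 3 treated retinas lay within the range of the 9 controls of the series, 5.56 to 8.10, but its upper part came from the 2 UNC0642 controls (7.86 and 8.10), and all 3 treated retinas (lowest 7.05) lay above the other 7 (highest 6.95). The mean of the Romidepsin controls, 6.42, was above all 4 DZNep controls (highest 6.12) and under both UNC0642 controls. Against the 9 pooled the median log2 fold change of the list was 0.50. Differences in handling between libraries, and a response of glia to Romidepsin, also stay open and were not tested for this list.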

How the results depend on the processing

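Settings with corrections for GC content and length, and the likelihood ratio test with a 1.5-fold or no fold threshold, were chosen only after the results were seen. The cause of each change given here was not tested.

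The counts of called genes with the quasi-likelihood test were 168 higher and 113 lower for DZNep, 47 and 11 for UNC1999, 0 and 0 for UNC0642, 65 and 25 for Romidepsin and 0 and 0 in sorted rods. In the authors' likelihood ratio test they were 189 higher and 162 lower for DZNep, 174 and 295 for UNC1999, 23 and 11 for UNC0642, 281 and 217 for Romidepsin and 44 and 24 in sorted rods. DESeq2 gave 147 higher and 93 lower for DZNep, 139 and 261 for UNC1999, 2 and 3 for UNC0642, 226 and 169 for Romidepsin and 27 and 13 in sorted rods. With no filter on low counts they were 199 higher and 148 lower for DZNep, 128 and 214 for UNC1999, 41 and 132 for UNC0642, 211 and 156 for Romidepsin and 130 and 38 in sorted rods. With at least 10 counts in every library they were 141 higher and 68 lower for DZNep, 47 and 16 for UNC1999, 0 and 0 for UNC0642, 77 and 25 for Romidepsin and 0 and 0 in sorted rods, and with RLE normalization 167 higher and 117 lower for DZNep, 49 and 14 for UNC1999, 0 and 0 for UNC0642, 64 and 23 for Romidepsin and 0 and 0 in sorted rods. With all 22 retina libraries in one fit they were 156 higher and 62 lower for DZNep, 159 and 278 for UNC1999, 3 and 0 for UNC0642 and 312 and 208 for Romidepsin. Against the 9 pooled controls they were 250 higher and 110 lower for DZNep, 124 and 69 for UNC0642 and 189 and 140 for Romidepsin. Without the fold threshold they were 2133 higher and 1601 lower for DZNep, 79 and 16 for UNC1999, 0 and 0 for UNC0642, 92 and 28 for Romidepsin and 0 and 0 in sorted rods.

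Among the settings chosen later, the offsets for GC content and length gave 173 higher and 112 lower for DZNep, 70 and 48 for UNC1999, 0 and 0 for UNC0642, 201 and 138 for Romidepsin and 0 and 0 in sorted rods. With a 1.5-fold threshold the likelihood ratio test gave 564 higher and 393 lower for DZNep, 407 and 535 for UNC1999, 48 and 30 for UNC0642, 549 and 438 for Romidepsin and 46 and 25 in sorted rods, and without a fold threshold 1979 higher and 1569 lower for DZNep, 839 and 802 for UNC1999, 98 and 47 for UNC0642, 657 and 528 for Romidepsin and 46 and 25 in sorted rods. For the comparisons above with 0 genes by the quasi-likelihood test, 2407 genes had an unadjusted p-value under 0.05 for UNC0642 and 711 in sorted rods; with at least 10 counts there were 2316 and 594, with RLE 2400 and 717, and with the offsets 2067 and 668.

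Across the 6 fits that each left out 1 library, the counts ran from 4 (without control replicate 2) to 286 (without control replicate 3) higher genes for UNC1999, and from 0 to 520 lower genes (again without control replicate 3). The 4 fits with 0 lower genes, without control replicate 1 or 2 or treated replicate 2 or 3, had 2560, 2239, 3521 and 2775 genes at an unadjusted p-value under 0.05. For Romidepsin they ran from 0 to 217 higher and from 0 to 121 lower genes, the highest without treated replicate 1 and 0 without control replicate 2, control replicate 3 or treated replicate 3, where 2208, 2526 and 2477 genes had an unadjusted p-value under 0.05. The DZNep counts moved by under 1.5 times without any of the 4 controls. For UNC0642, sorted rods and the DZNep-treated libraries, leaving out 1 library leaves 1 in its group, so these fits gave fold changes and no test.

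Replicates of different groups share numbers in the labels. The deviations from the group means of the control and treated library of each number had correlations of −0.207 and 0.0202 for DZNep and −0.279, 0.230 and −0.0419 for UNC1999. They were 0.213 and 0.213 for UNC0642, 0.206, −0.0468 and −0.277 for Romidepsin and −0.0788 and −0.0788 in sorted rods. For DZNep, UNC1999 and Romidepsin the signs were mixed, which gives no sign of pairing by number. With 2 libraries in each group the values of a comparison are equal by construction, so pairing is not ruled out for UNC0642 or sorted rods. With a block for the replicate number the counts were 97 higher and 92 lower for DZNep, 15 and 6 for UNC1999, 30 and 94 for UNC0642, 75 and 16 for Romidepsin and 2 and 1 in sorted rods. At the relaxed cutoff in sorted rods the block gave 193 lower genes against 308. Among the list results, the block changed 1 call, that of the blood list after DZNep (1.30, adjusted p = 5.47e-05, in place of 0.0732).

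Of the rod, MHC, microglia and immediate-early lists, those that passed camera with its preset correlation and not fry or camera with an estimated correlation were, with their median log2 fold change and the adjusted p-values of these 2 tests where they changed the call: after DZNep MHC −1.00 (fry 0.192, estimated 0.477), microglia −0.81 (fry 0.271, estimated 0.550) and rod 1.08 (estimated 0.276). After UNC1999 rod 0.92 (fry 0.0925, estimated 0.360), MHC −1.32 (fry 0.130, estimated 0.360), microglia −1.22 (fry 0.0765, estimated 0.276) and immediate-early 0.18 (fry 0.523, estimated 0.673). After UNC0642 rod 0.27 (fry 0.505, estimated 0.559), MHC −0.63 (fry 0.533, estimated 0.559), microglia −0.60 (fry 0.394, estimated 0.482) and immediate-early 0.41 (fry 0.180, estimated 0.360). After Romidepsin rod 0.41 (fry 0.192, estimated 0.428), MHC −0.77 (fry 0.258, estimated 0.477), microglia −0.77 (fry 0.184, estimated 0.418) and immediate-early 1.38 (fry 0.0542, estimated 0.211). In sorted rods MHC −0.64 (fry 0.327, estimated 0.428). Of the results of the other lists, 36 that passed camera did not pass fry, and 44 did not pass camera with an estimated correlation.

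With the 9 pooled controls, these list medians changed sign or lost the call: cone after DZNep 0.0497 from −0.15 (adjusted p = 0.914), immediate-early after DZNep −0.16 from 0.0211 (adjusted p = 0.450), rod after UNC0642 −0.70 from 0.27 (adjusted p = 3.79e-05), MHC after UNC0642 −0.0414 from −0.63 (adjusted p = 0.904), microglia after UNC0642 0.0349 from −0.60 (adjusted p = 0.806), inner neuron after UNC0642 −0.0939 from 0.0827 (adjusted p = 0.0688), RPE after UNC0642 −0.00512 from 0.21 (adjusted p = 0.372), sterol after UNC0642 −0.0104 from 0.15 (adjusted p = 0.691), MHC after Romidepsin −0.46 from −0.77 (adjusted p = 0.208), microglia after Romidepsin −0.58 from −0.77 (adjusted p = 0.0733), matrix after UNC0642 −0.0330 from −0.35 (adjusted p = 0.921), interferon after UNC0642 −0.0271 from −0.73 (adjusted p = 0.661), blood after Romidepsin −0.65 from −0.56 (adjusted p = 0.360) and interferon after Romidepsin −0.83 from −1.05 (adjusted p = 0.172). The call was gained for gliosis after UNC0642 1.24 from 0.00699 (adjusted p = 2.49e-05), bipolar after UNC0642 −0.22 from −0.12 (adjusted p = 0.00123), blood after UNC0642 0.97 from 0.24 (adjusted p = 0.00920) and sterol after Romidepsin −0.22 from −0.13 (adjusted p = 0.00408). With no filter on low counts the medians that changed sign or gained the call were lens after UNC1999 0.51 from −0.0987 (adjusted p = 0.658), gliosis after UNC0642 −0.00127 from 0.00699 (adjusted p = 0.106), lens after UNC0642 1.00 from −0.42 (adjusted p = 0.360), microglia in sorted rods −0.51 from −0.44 (adjusted p = 0.0381), RPE in sorted rods 0.52 from −0.0387 (adjusted p = 0.324), lens after DZNep 3.59 from 1.27 (adjusted p = 0.00265) and blood after DZNep 1.09 from 1.05 (adjusted p under 0.05), and the call was lost for matrix in sorted rods 0.42 from 0.55 (adjusted p = 0.0684). With at least 10 counts in every library the median of RPE in sorted rods 0.0775 from −0.0387 (adjusted p = 0.457) changed sign, and the call was lost for matrix in sorted rods 0.25 from 0.55 (adjusted p = 0.162). With the offsets for GC content and length the sign changed for RPE in sorted rods 0.0409 from −0.0387 (adjusted p = 0.909), the call was gained for bipolar after UNC0642 −0.14 from −0.12 (adjusted p = 0.0423) and lens after UNC0642 −0.53 from −0.42 (adjusted p = 0.00856) and lost for cone after UNC1999 0.31 from 0.27 (adjusted p = 0.0730) and matrix in sorted rods 0.29 from 0.55 (adjusted p = 0.147).

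Leaving out 1 library at a time gave these lowest and highest list medians, with the library left out in parentheses, where a sign changed, or the call of the rod, MHC, microglia or immediate-early list: for the RPE list −0.31 (control 1) to 0.00969 (control 2) in sorted rods and −0.16 (control 1) to 1.15 (control 2) after UNC0642. For the MHC list −0.75 (control 1) to −0.22 (control 2) in sorted rods. For the bipolar list −0.67 (control 1) to 0.11 (control 2) in sorted rods. For the blood list −0.0654 (control 1) to 0.74 (control 2) in sorted rods. For the matrix list −0.19 (treated 2) to 0.0831 (control 1) after DZNep. For the immediate-early list −0.0114 (control 2) to 0.0378 (control 1) after DZNep, −0.14 (treated 1) to 0.0844 (control 2) in sorted rods and 0.0476 (treated 3) to 0.39 (control 1) after UNC1999. For the inhibited enzyme list −0.0350 (control 2) to 0.0620 (treated 1) after UNC0642. For the inner neuron list −0.0190 (treated 2) to 1.49 (treated 1) in sorted rods and −0.0429 (control 1) to 0.0273 (control 3) after UNC1999. For the integrated stress list −0.0387 (treated 2) to 0.59 (treated 1) after UNC0642. For the lens list −0.58 (treated 2) to 4.91 (treated 1) after DZNep, −0.65 (treated 2) to 0.0536 (control 3) after Romidepsin and −0.27 (treated 1) to 0.14 (control 2) after UNC1999. For the microglia list −0.87 (control 1) to 0.0305 (control 2) in sorted rods. For the rod list −0.0769 (control 1) to 0.20 (control 2) in sorted rods. For the sterol list −0.12 (treated 1) to 0.0827 (control 2) in sorted rods. For the other lists the call was lost for sterol after DZNep 0.0671 from 0.11 (adjusted p = 0.170 without control replicate 1), cone after UNC1999 0.15 from 0.27 (adjusted p = 0.262 without control replicate 1), cone after UNC1999 0.24 from 0.27 (adjusted p = 0.0605 without control replicate 2), interferon after Romidepsin −0.54 from −1.05 (adjusted p = 0.113 without control replicate 2), Müller after UNC1999 −0.12 from −0.16 (adjusted p = 0.161 without control replicate 3), cone after UNC1999 0.23 from 0.27 (adjusted p = 0.117 without treated replicate 1), gliosis after UNC1999 −0.24 from −0.56 (adjusted p = 0.322 without treated replicate 1), blood after Romidepsin −0.46 from −0.56 (adjusted p = 0.0912 without treated replicate 1) and blood after Romidepsin −0.30 from −0.56 (adjusted p = 0.0560 without treated replicate 3), and gained for blood after UNC1999 −0.35 from −0.25 (adjusted p = 0.0235 without control replicate 2), blood after DZNep 1.35 from 1.05 (adjusted p under 0.05 without control replicate 3) and sterol after Romidepsin −0.23 from −0.13 (adjusted p = 0.00598 without treated replicate 1).

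Pearson's r gave 0.542 for DZNep with UNC1999 and 0.361 for DZNep with Romidepsin, with a one-sided exact permutation adjusted p = 0.100 for both in place of 0.0167 for rho. With the trends in GC content and length removed, the rho of UNC0642 with sorted rods was 0.00432 in place of −0.0901. With at least 10 counts in every library, or without the rod list genes, none of the 10 pairs changed its call or the sign of rho. With 1 library left out, no pair but these moved by 1.5 times or more or changed sign. Their rho ran from −0.0441 (without sorted rods control replicate 2) to 0.0956 (without sorted rods treated replicate 2) for DZNep with sorted rods, 0.0923 (without UNC0642 treated replicate 2) to 0.208 (without DZNep treated replicate 2) for DZNep with UNC0642, −0.0250 (without sorted rods treated replicate 1) to 0.126 (without Romidepsin treated replicate 2) for Romidepsin with sorted rods, −0.122 (without sorted rods treated replicate 1) to −0.00303 (without sorted rods control replicate 2) for UNC0642 with sorted rods, 0.184 (without Romidepsin treated replicate 2) to 0.474 (without Romidepsin treated replicate 3) for UNC0642 with Romidepsin, 0.00910 (without sorted rods control replicate 2) to 0.184 (without sorted rods control replicate 1) for UNC1999 with sorted rods and 0.0749 (without UNC0642 treated replicate 2) to 0.245 (without UNC1999 control replicate 1) for UNC1999 with UNC0642.

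For lists other than the rod, MHC, microglia and immediate-early lists, 88 results became weaker, 11 stronger and 439 kept their call over the settings other than leaving out a library. Of the results for named genes, 10 became weaker, 176 stronger and 510 kept their call; none changed sign under these settings. Of the tests of differences between treatments, 2 became weaker, those of the immediate-early list between Romidepsin and UNC1999 and between Romidepsin and UNC0642 (camera with estimated correlation, adjusted p = 0.108 for both in place of 0.00599 and 0.0461 by fry), and 46 kept their call. RLE normalization changed no call and no sign of the lists and named genes it was run for, and neither RLE nor a prior count of 0.5 did so for the library scores and the control correlations.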

Differences from the paper's values

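For DZNep, the paper gives 518 genes as higher and 367 as lower, and here the quasi-likelihood test called 168 and 113. None of the alternatives set before the data were examined closed either gap: the likelihood ratio test gave 189 and 162, DESeq2 147 and 93 and no fold threshold 2133 and 1601, and the others lay between 97 and 250 for higher and 62 and 148 for lower genes. With a 1.5-fold threshold the likelihood ratio test gave 564 and 393, within 1.5 times of both values of the paper, and was chosen after seeing the values.

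For UNC1999, the paper gives 368 genes as higher and 519 as lower, and 47 and 11 were called here. Without control replicate 3 the counts were 286 and 520, within 1.5 times of the paper's, and no other of the alternatives set before the data were examined closed either gap (174 and 295 by the likelihood ratio test, 159 and 278 with all 22 retina libraries in one fit, 139 and 261 by DESeq2). By the likelihood ratio test with a 1.5-fold threshold, chosen after seeing the values, they were 407 and 535. At the stated thresholds the paper's Supplementary Table S2 holds 174 higher and 298 lower genes. The gap to these was closed by the likelihood ratio test, DESeq2, no filter on low counts (128 and 214) and all 22 retina libraries in one fit, and not by RLE normalization (49 and 14), at least 10 counts in every library (47 and 16), the block for replicate (15 and 6), no fold threshold (79 and 16) or leaving out any 1 library.

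For UNC0642, the paper counts 44 genes as higher and 28 as lower; here both counts were 0, with 2407 genes at an unadjusted p-value under 0.05. For the higher genes, no filter on low counts (41) and the block for replicate (30) closed the gap, and the other alternatives set before the data were examined did not, the likelihood ratio test with 23 among them. For the lower genes none did (132 with no filter on low counts, 94 with the block and 11 by the likelihood ratio test). By the likelihood ratio test with a 1.5-fold threshold they were 48 and 30, close to the paper's and chosen after seeing the values.

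For Romidepsin, the paper lists 511 genes as higher and 402 as lower, against 65 and 25 here. None of the alternatives set before the data were examined closed either gap (281 and 217 by the likelihood ratio test, 312 and 208 with all 22 retina libraries in one fit). Of the settings chosen after seeing the values, the likelihood ratio test with a 1.5-fold threshold (549 and 438) and without a fold threshold (657 and 528) came within 1.5 times of both values of the paper.

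For sorted rods, the paper names 46 genes as higher and 25 as lower, and its Supplementary Table S2 holds 44 higher and 24 lower genes at the stated thresholds. Both counts here were 0, with 711 genes at an unadjusted p-value under 0.05. All 4 gaps were closed by the likelihood ratio test, with 44 and 24; no other of the alternatives set before the data were examined closed any of them (27 and 13 by DESeq2, 130 and 38 with no filter on low counts, 2 and 1 with the block for replicate). With a 1.5-fold threshold and without a fold threshold, both chosen after seeing the values, the likelihood ratio test gave 46 and 25 each time, the counts in the paper's text.

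The paper's Venn diagrams show about 610 genes higher (Fig. 5A, read by eye) and about 740 lower (Fig. 5B, read by eye) in Romidepsin, UNC0642 and DZNep at once. Both exceed the number of genes that the paper itself calls in that direction after UNC0642, so its stated thresholds cannot give them. Here no gene could be called in all 3 by the quasi-likelihood test, since none was called after UNC0642. At an unadjusted p-value under 0.05 there were 150 higher and 157 lower genes in all 3. The likelihood ratio test, an alternative set before the data were examined, called 1 higher and 2 lower genes in all 3, which closed neither gap. This test called 674 genes in at least 1 of the 3, a count chosen after seeing the values, of which 187 were higher and 217 lower in all 3.

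For genes that the paper reports as changed, a result here that lay in the other direction or at an adjusted p-value of 0.05 or more is given next, as the log2 fold change and the quasi-likelihood adjusted p-value; "called" means under 0.05 in the setting named. The ranges of the adjusted p-values over the alternatives stand beside the claims.

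Rabgef1 is reported as higher after Romidepsin. Here it was lower (−0.21, adjusted p = 0.648), and no setting called it in either direction.

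After DZNep, the inflammation markers Aif1 (−0.94, adjusted p = 0.120) and C1qb (−0.83, adjusted p = 0.0737) were lower but not called. Among the other settings, the likelihood ratio test, no filter on low counts and the block for replicate called C1qb; DESeq2 called Aif1; the fit without control replicate 4 called both.

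After UNC1999, Pde6b (1.24, adjusted p = 0.0538), Prph2 (0.95, adjusted p = 0.0667), Rom1 (0.99, adjusted p = 0.0582), Ptp4a3 (0.24, adjusted p = 0.167), Nrl (1.14, adjusted p = 0.0679), Casz1 (0.54, adjusted p = 0.0535), Hk2 (0.83, adjusted p = 0.0533), Rabgef1 (1.07, adjusted p = 0.0622), H2-Aa (−3.39, adjusted p = 0.0533), Aif1 (−1.39, adjusted p = 0.0947), Ptprc (−2.08, adjusted p = 0.0611), Cd74 (−3.59, adjusted p = 0.0533) and Cx3cr1 (−1.09, adjusted p = 0.0535) had the direction of the paper and were not called. Among the other settings, the likelihood ratio test, DESeq2 and the fit without control replicate 3 called all but Ptp4a3; no filter on low counts and all 22 retina libraries in one fit called all but Ptp4a3 and Aif1; the block for replicate called H2-Aa; the offsets for GC content and length (chosen after seeing the values) called Casz1, Hk2, H2-Aa, Cd74 and Cx3cr1. No setting called Ptp4a3.

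The immediate-early genes Fosb (0.66, adjusted p = 0.299), Fosl1 (1.75, adjusted p = 0.128), Gadd45a (0.59, adjusted p = 0.299), Gadd45b (0.90, adjusted p = 0.224), Myc (1.09, adjusted p = 0.299) and Junb (0.63, adjusted p = 0.299) were higher after UNC0642 without being called. Among the other settings, the likelihood ratio test called all but Fosb and Gadd45a; no filter on low counts, the block for replicate and the 9 pooled controls called all of them; DESeq2 called Gadd45b and Junb.

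After Romidepsin, Aipl1 (0.60, adjusted p = 0.0790), Pde6b (0.65, adjusted p = 0.0894), Nr2e3 (0.72, adjusted p = 0.0814), Guca1a (0.77, adjusted p = 0.0855), Pdc (0.85, adjusted p = 0.0638), Ptp4a3 (0.82, adjusted p = 0.0564), Gnat2 (−0.84, adjusted p = 0.0844), Pde6c (−0.72, adjusted p = 0.0577), Opn1mw (−1.03, adjusted p = 0.0873), Gadd45a (0.84, adjusted p = 0.0634), Myc (2.31, adjusted p = 0.0502) and Selenbp1 (1.57, adjusted p = 0.0857) went the way the paper states and were not called. Among the other settings, the likelihood ratio test, DESeq2, no filter on low counts and all 22 retina libraries in one fit called all of them; at least 10 counts in every library and the block for replicate called Myc; the 9 pooled controls called Aipl1, Guca1a, Ptp4a3, Gnat2, Pde6c, Gadd45a and Selenbp1; the offsets for GC content and length (chosen after seeing the values) called all but Opn1mw and Selenbp1; the fit without treated replicate 1 called Ptp4a3, Gnat2, Pde6c, Opn1mw, Gadd45a and Myc; the fit without treated replicate 2 called Ptp4a3, Myc and Selenbp1.

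In sorted rods, Edn2 (−2.52, adjusted p = 0.233), Gadd45b (−1.48, adjusted p = 0.360), Irgm1 (−2.06, adjusted p = 0.687), Pde6h (−1.47, adjusted p = 0.663), Gnb3 (−1.20, adjusted p = 0.360), Kit (2.61, adjusted p = 0.721), Sstr2 (at least 4.27-fold higher, adjusted p = 0.819) and Selenbp1 (2.64, adjusted p = 0.360) had the stated direction and were not called. Among the other settings, the likelihood ratio test called all of them; DESeq2 called Edn2, Gadd45b, Pde6h, Gnb3 and Selenbp1; no filter on low counts called all but Sstr2; the block for replicate called Edn2 and Selenbp1. The genes that the paper takes from the comparison with single rods at an unadjusted cutoff, Cd47 (−0.69, adjusted p = 0.908), E2f6 (−1.19, adjusted p = 0.721), Wwtr1 (−0.80, adjusted p = 0.835), Hk2 (0.76, adjusted p = 0.894) and Rabgef1 (0.61, adjusted p = 0.987), had its directions. Among the other settings, no filter on low counts called E2f6. No setting called Cd47, Wwtr1, Hk2 or Rabgef1.

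For whole processes, the paper counts matrix functions among those most lowered after DZNep and among those raised after UNC1999, and matrix components among those most lowered after Romidepsin. The matrix list had a median of −0.05 after DZNep (camera adjusted p = 0.786; from −0.19 without treated replicate 2 to 0.08 without control replicate 1), 0.03 after UNC1999 (0.717; from 0.01 without control replicate 3 to 0.06 without treated replicate 1) and −0.12 after Romidepsin (0.998; from −0.18 without treated replicate 1 to −0.05 without control replicate 2). The paper has cholesterol pathways fall after both UNC0642 and Romidepsin. After UNC0642 the cholesterol list was at 0.15 (0.08 without treated replicate 2); after Romidepsin the cholesterol list was at −0.13 (−0.23 without treated replicate 1 and −0.02 without treated replicate 3, the call gained without treated replicate 1). These lists are not the pathways of the paper.

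The paper finds no change of inflammation pathways in isolated rods. The interferon list was at −1.02 there (all 16 lower, camera adjusted p = 1.02e-11, fry 0.192) and the MHC list at −0.64 (camera adjusted p = 0.00193, fry 0.327; −0.22 without control replicate 2). It also describes rod genes as hardly changed after Romidepsin, where the rod list was at 0.41 (camera adjusted p = 1.08e-09, fry 0.192). From its earlier study, the paper reports gliosis transcripts as lowered by Romidepsin. The gliosis list was at 0.77 here, and low control retinas stay open as a reason.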

Other observations

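Set earlier were the tests of splits, of cells of the inner retina or glia in the sorted fraction, of handling for both treatments with raised immediate-early genes together, and of low controls for the rod transcripts of all treatments together. All other tests in this part were chosen only after the result was seen.

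Other splits of the same libraries were tried for the 2 experiments with 3 libraries in each group. Of the 10 splits of the 6 UNC1999 libraries, 1, the split by treatment, gave 58 called genes. The other 9 gave 0, with 96 to 2062 genes at an unadjusted p-value under 0.05. Of the 10 splits of the 6 Romidepsin libraries, 1 gave as many genes as the split by treatment (90). The highest count among the others was 5, and the 8 with 0 genes had 84 to 1183 at an unadjusted p-value under 0.05. With 10 splits the share is never under 0.1, so a chance split of the libraries is not ruled out for these counts. The other comparisons have 2 libraries in a group and were not split.

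The immediate-early genes rose after Romidepsin and UNC0642, and these genes also respond to handling of tissue. The immediate-early scores of the 12 control retinas spanned 1.12, and those of the 9 controls in the library series of both treatments 0.76, with 4.36 as the highest. After Romidepsin the difference between treated and control scores was 1.35, larger than either span, and the lowest treated score was 4.57. After UNC0642 the difference was 0.48, smaller than both spans, so differences in handling stay open there. A trend of the fold changes with transcript GC content and length as the whole cause is argued against for UNC0642: after offsets for both, the median of the list was 0.36, against 0.41. For Romidepsin, handling cannot be told apart from treatment, since all treated retinas of an experiment could differ in handling from all its controls and the labels give no record of it. A response to the inhibitors is a hypothesis that these libraries do not test.

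The rise of the rod transcripts was set against all 9 control retinas of the library series, since controls differed between experiments (rod scores from 7.88 to 9.35). Of the 7 treated retinas, 3 lay above all 9, and the treatments went apart. Low control retinas are argued against for DZNep, whose lowest treated score was 10.08. They stay open for Romidepsin, where 2 of 3 treated retinas lay within the range of the controls, under DZNep controls 1 and 3 and above the other 7, and for UNC0642, where the median log2 fold change of the list was 0.27 against its own 2 controls and −0.70 against the 9. The 2 UNC0642 controls had the lowest rod scores of the series, and both UNC0642-treated retinas lay under the other 7 controls. A difference in the rate of degeneration between litters was not tested, since the labels name no litters. The UNC1999 libraries are of another series and were not part of this test.

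Across genes, the changes after UNC0642 and Romidepsin had a rho of 0.388 (from 0.184 to 0.474 with 1 library left out), and both followed transcript GC content and length more than those of the other whole-retina treatments. The rho of the fold changes with GC content and with length was 0.270 and −0.390 for UNC0642, 0.171 and −0.202 for Romidepsin, −0.0871 and 0.00296 for DZNep, 0.00685 and 0.0462 for UNC1999 and 0.107 and 0.218 in sorted rods. Such trends as the whole cause of the likeness stay open, with too few libraries to decide: with both removed, the rho of UNC0642 with Romidepsin was 0.335 (one-sided exact permutation adjusted p = 0.0556; over the alternatives it ran from 0.0556 to 0.192). Whether RNA quality differed between the libraries was not tested, and an action shared by the 2 inhibitors is an untested hypothesis.

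In the sorted rods, cells of the inner retina or glia in the sorted fraction were weighed as a source of the changes. Their lists moved apart. The Müller list had a median log2 fold change of 0.47 (9 of 11 higher, camera adjusted p = 0.000237), the bipolar list −0.34 (all 11 lower, camera adjusted p = 0.0125; −0.67 without control replicate 1 and 0.11 without control replicate 2) and the inner neuron list 0.36 (11 of 13 higher, camera adjusted p = 0.00412; from −0.02 without treated replicate 2 to 1.49 without treated replicate 1). The Müller median kept its sign with 1 library left out, from 0.41 to 0.67. Single libraries turn the bipolar and inner neuron medians. With 2 libraries in each group, the counts do not decide whether such cells contributed. For the Müller and inner neuron lists, such cells cannot be told apart from a change in rods.

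The cone list fell in the treated fraction, with a median of −0.91 (−0.53 without control replicate 2), while the rod list moved by 0.03. A smaller number of cones carried into the treated fraction stays open: the abundant genes Opn1sw (−0.97), Gnb3 (−1.20), Opn1mw (−0.60) and Gnat2 (−0.66) fell, as this needs, with the exception of Thrb (0.02 at 254 CPM in the controls). These genes were named after their values were seen. Cone genes turned down within rods are a biological alternative that was not tested.

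Interferon genes also fell in the treated rods (median −1.02). Fewer microglia carried into the treated fraction would lower the microglia list by as much. Its median was −0.44, but −0.87 without control replicate 1 and 0.03 without control replicate 2, so 1 library decides it and the 2 readings cannot be told apart. A lower interferon response within rods is an untested hypothesis.

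Lists that belong to no claim had these median log2 fold changes. Müller glia: −0.47 after DZNep (camera adjusted p = 4.18e-13), −0.16 after UNC1999 (camera adjusted p = 0.0196; from −0.26 without treated replicate 1 to −0.09 without treated replicate 3, the call lost without control replicate 3), −0.34 after UNC0642 (camera adjusted p = 5.36e-11) and −0.45 after Romidepsin (camera adjusted p = 2.52e-08). Bipolar cells: −0.25 after DZNep (camera adjusted p = 7.64e-06), −0.05 after UNC1999 (camera adjusted p = 0.332; from −0.09 without treated replicate 1 to 0.00 without treated replicate 2), −0.12 after UNC0642 (camera adjusted p = 0.328; from −0.18 without treated replicate 1 to −0.03 without treated replicate 2) and −0.51 after Romidepsin (camera adjusted p = 1.27e-07). Inner neurons: −0.27 after DZNep (camera adjusted p = 1.04e-05), 0.01 after UNC1999 (camera adjusted p = 0.984; from −0.04 without control replicate 1 to 0.03 without control replicate 3), 0.08 after UNC0642 (camera adjusted p = 0.509; from 0.05 without treated replicate 2 to 0.13 without control replicate 2) and −0.28 after Romidepsin (camera adjusted p = 2.31e-07).

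For gliosis they were 0.01 after UNC0642 (camera adjusted p = 0.124; from 0.00 without control replicate 2 to 0.23 without treated replicate 2) and −0.53 in sorted rods (camera adjusted p = 0.00522; −0.33 without control replicate 1 and −0.33 without treated replicate 1). For blood they were 1.05 after DZNep (camera adjusted p = 0.0732; 1.35 without control replicate 3 and 0.21 without treated replicate 1, the call gained without control replicate 3), −0.25 after UNC1999 (camera adjusted p = 0.140; −0.35 without control replicate 2 and −0.39 without treated replicate 3, the call gained without control replicate 2), 0.24 after UNC0642 (camera adjusted p = 0.343; from 0.03 without control replicate 2 to 0.70 without control replicate 1), −0.56 after Romidepsin (camera adjusted p = 0.00108; −0.46 without treated replicate 1 and −0.30 without treated replicate 3, the call lost without treated replicate 1 or treated replicate 3) and 0.41 in sorted rods (camera adjusted p = 0.509; −0.07 without control replicate 1 and 0.74 without control replicate 2), and for the lens, where the sorted rods had too few genes, −0.10 after UNC1999 (camera adjusted p = 0.670; from −0.27 without treated replicate 1 to 0.14 without control replicate 2), −0.42 after UNC0642 (camera adjusted p = 0.117; −0.01 without control replicate 2) and −0.56 after Romidepsin (camera adjusted p = 0.556; from −0.65 without treated replicate 2 to 0.05 without control replicate 3, and −0.22 without control replicate 1). The genes of the inhibited enzymes had 0.07 after DZNep (camera adjusted p = 0.343; 0.04 without treated replicate 1), 0.05 after UNC1999 (camera adjusted p = 0.474; 0.02 without control replicate 2 and 0.03 without treated replicate 3), 0.03 after UNC0642 (camera adjusted p = 0.933; from −0.04 without control replicate 2 to 0.06 without treated replicate 1), 0.13 after Romidepsin (camera adjusted p = 0.117) and 0.19 in sorted rods (camera adjusted p = 0.328; 0.11 without control replicate 2 and 0.07 without treated replicate 1).

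Lists reported at claims for other treatments gave, for cones, −0.15 after DZNep (camera adjusted p = 0.00292), 0.27 after UNC1999 (camera adjusted p = 0.0375; from 0.15 without control replicate 1 to 0.42 without control replicate 3, the call lost without control replicate 1, control replicate 2 or treated replicate 1) and −0.19 after UNC0642 (camera adjusted p = 0.000310; −0.32 without control replicate 1). Immediate-early genes had 0.02 after DZNep (camera adjusted p = 0.745; from −0.01 without control replicate 2 to 0.04 without control replicate 1), 0.18 after UNC1999 (camera adjusted p = 0.0395; from 0.05 without treated replicate 3 to 0.39 without control replicate 1, the call lost without control replicate 2, control replicate 3, treated replicate 2 or treated replicate 3) and −0.04 in sorted rods (camera adjusted p = 0.786; from −0.14 without treated replicate 1 to 0.08 without control replicate 2).

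The integrated stress response had 0.28 after DZNep (camera adjusted p = 0.222; 0.13 without treated replicate 2), −0.12 after UNC1999 (camera adjusted p = 0.305; −0.07 without control replicate 1), 0.14 after Romidepsin (camera adjusted p = 0.717; from 0.06 without treated replicate 2 to 0.23 without control replicate 2) and −0.38 in sorted rods (camera adjusted p = 0.0523; −0.05 without control replicate 2). Sterol synthesis had 0.11 after DZNep (camera adjusted p = 0.0328; 0.07 without control replicate 1, the call lost without control replicate 1), 0.38 after UNC1999 (camera adjusted p = 1.74e-15) and −0.03 in sorted rods (camera adjusted p = 0.984; from −0.12 without treated replicate 1 to 0.08 without control replicate 2). The matrix list was 0.55 in sorted rods (camera adjusted p = 0.0229; 0.33 without treated replicate 2) and the RPE list −0.04 in sorted rods (camera adjusted p = 0.984; from −0.31 without control replicate 1 to 0.01 without control replicate 2).

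The study used mice of both sexes, and the sex of each sample is not given. Transcripts of the Y chromosome gene Ddx3y had from 606 to 1746 counts in Romidepsin controls 1 and 2 and treated replicate 2, DZNep control 3, UNC1999 controls 2 and 3 and all 3 UNC1999-treated retinas, and none in the other 13 retinas. Xist was high in those 13 and at most 6 counts in the 9. Sex is thus uneven between the treated and control groups of UNC1999, Romidepsin and DZNep. All libraries of sorted rods held Ddx3y, and all but control replicate 2 held Xist as well. The mix of sexes thus also looks uneven between the sorted-rod libraries. Of the called genes, 12 of 281 for DZNep, 1 of 58 for UNC1999 and 3 of 90 for Romidepsin lie on the X chromosome. None lie on the Y chromosome, of which 4 genes were tested for UNC1999, 4 for Romidepsin and none for DZNep. An effect of sex on other genes was not tested.

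Among control retinas alone, those with lower rod scores had higher microglia scores. Over 12 controls Pearson's r was −0.606 (permutation p = 0.0368, adjusted p = 0.0735) and rho −0.420 (permutation p = 0.176). Over the 9 of the larger series r was −0.510 (permutation p = 0.160). Without the 2 UNC0642 controls these were −0.277 and −0.0122, so 2 libraries carry the relation. No biological or technical explanation was tested.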
